# Secondhand Smoke Induces Liver Steatosis through Deregulation of Genes Involved in Hepatic Lipid Metabolism

**DOI:** 10.3390/ijms21041296

**Published:** 2020-02-14

**Authors:** Stella Tommasi, Jae-In Yoon, Ahmad Besaratinia

**Keywords:** gene regulation, non-alcoholic fatty liver disease (NAFLD), mouse model, steatosis, tobacco smoke, transcriptome

## Abstract

We investigated the role of secondhand smoke (SHS) exposure, independently of diet, in the development of chronic liver disease. Standard diet-fed mice were exposed to SHS (5 h/day, 5 days/week for 4 months). Genome-wide gene expression analysis, together with molecular pathways and gene network analyses, and histological examination for lipid accumulation, inflammation, fibrosis, and glycogen deposition were performed on the liver of SHS-exposed mice and controls, upon termination of exposure and after one-month recovery in clean air. Aberrantly expressed transcripts were found in the liver of SHS-exposed mice both pre- and post-recovery in clean air (*n* = 473 vs. 222). The persistent deregulated transcripts (*n* = 210) predominantly affected genes and functional networks involved in lipid metabolism as well as in the regulation of the endoplasmic reticulum where manufacturing of lipids occurs. Significant hepatic fat accumulation (steatosis) was observed in the SHS-exposed mice, which progressively increased as the animals underwent recovery in clean air. Moderate increases in lobular inflammation infiltrates and collagen deposition as well as loss of glycogen were also detectable in the liver of SHS-exposed mice. A more pronounced phenotype, manifested as a disrupted cord-like architecture with foci of necrosis, apoptosis, inflammation, and macrovesicular steatosis, was observed in the liver of SHS-exposed mice post-recovery. The progressive accumulation of hepatic fat and other adverse histological changes in the SHS-exposed mice are highly consistent with the perturbation of key lipid genes and associated pathways in the corresponding animals. Our data support a role for SHS in the genesis and progression of metabolic liver disease through deregulation of genes and molecular pathways and functional networks involved in lipid homeostasis.

## 1. Introduction

Non-alcoholic fatty liver disease (NAFLD) is one of the most prevalent forms of chronic liver disorders worldwide [1,2]. The incidence of NAFLD is rising in many parts of the world, especially in developed countries [3]. In the United States alone, between 30% and 40% of the adult population is affected with NAFLD [3]. Among children and adolescents, NAFLD is currently the primary form of liver disease; it is estimated that nearly 10% of the US population aged between 2 and 19 has NAFLD [4]. NAFLD has been associated with insulin resistance and metabolic syndrome—a cluster of conditions consisting of high blood sugar, excess body fat around the waist, and abnormal cholesterol or triglyceride levels—that are key determinants of cardiovascular disease and type 2 diabetes mellitus [1]. Abdominal obesity is a common feature of patients with NAFLD; in obese individuals, the prevalence of NAFLD can exceed 95% [5]. As the epidemic of obesity continues to grow worldwide, so does the prevalence of NAFLD [5].

NAFLD is characterized by the accumulation of fat droplets within the liver cells, a condition known as hepatic ‘*steatosis*’ [6]. Retention of lipids within the cells reflects an impairment of the normal process of synthesis and elimination of fat, primarily triglycerides [6]. Buildup of excess lipids within the cells manifests as the accumulation of vesicles that can displace the nucleus, disrupt cell constituents and, in severe cases, lead to cell rupture/burst [7]. Non-diagnosed and untreated NAFLD can progress from benign steatosis and fatty liver to more permanent and severe liver injury, including non-alcoholic steatohepatitis (NASH) with inflammation and variable fibrosis, cirrhosis, and eventually hepatocellular carcinoma [8].

Although distinct risk factors for NAFLD have been identified, the exact cause(s) of this disease and the underlying mechanisms of its initiation and progression remain unknown. Accumulating evidence shows that exposure to environmental toxicants, including secondhand smoke (SHS), contributes to the development of NAFLD by promoting mitochondrial dysfunction and oxidative stress within the hepatocytes [9,10,11,12]. Several studies have shown that cigarette smoking is an independent risk factor for the onset of NAFLD [13,14,15,16], and significantly associated with increased intrahepatic fat [17] and advanced liver fibrosis [18,19]. Survey based reports have also shown an association between exposure to SHS and development of NAFLD in children [20,21] and in never-smoking women [22]. A more recent systematic review and meta-analysis established that SHS increases the risk of NAFLD approximately 1.38 times [23]. Animal studies have also provided support for a potential role of SHS in the genesis and progression of NAFLD [24,25,26]. Yuan et al. [26] have shown that subchronic exposure of mice to SHS stimulates hepatic fatty acids synthesis by modulating two key regulators of lipid metabolism, including AMP-activated protein kinase (AMPK) and sterol regulatory element binding protein-1c (SREBP-1c). The SHS-exposed mice in the Yuan et al. study developed hepatic steatosis, which—as the authors inferred—would lead to NAFLD development [26]. De la Monte et al. [25] have demonstrated that A/J mice exposed to SHS exhibit progressive liver injury and steatohepatitis, with impairments in hepatic insulin and insulin-like growth factor (IGF) signaling. Azzalini et al. [24] have shown that nose-only exposure of Zucker ‘*obese*’ rats to cigarette smoke, mimicking SHS exposure, worsens the histological severity of NAFLD, increases the burden of oxidative stress, and induces hepatocellular apoptosis [24,27].

Although informative, most animal studies investigating the role of SHS exposure in the development of NAFLD have been conducted in rodents fed with high-fat diets that contain cholate, a known cause of liver inflammation and dysfunction [28]. As a result, the role of SHS exposure, independently of diet, in the genesis of NAFLD is not delineated. In addition, the above studies are limited in scope, as they have focused on the analysis of ‘*select*’ target genes. Therefore, a comprehensive study interrogating the whole transcriptome is needed to establish the global effects of SHS on the regulation of genes that govern NAFLD development. Towards this end, we have constructed the whole hepatic transcriptome in relation to liver histology in ‘standard diet-fed’ mice subchronically exposed to SHS according to our published protocol [29,30,31,32]. More specifically, we have investigated the relationship between global regulation of genes and molecular pathways and gene networks and histological changes indicative of liver injury and hepatic steatosis (i.e., lipid accumulation, inflammation, fibrosis, and glycogen deposition) in the SHS-exposed mice both upon cessation of exposure and after one-month recovery in clean air.

## 2. Results

### 2.1. Genome-Wide Gene Expression Changes in the Liver of Secondhand Smoke (SHS)-Exposed Mice

As shown in Figure 1A, subchronic exposure of mice to SHS elicited a significant transcriptomic response, as reflected by the large number of aberrantly expressed transcripts in the SHS-exposed *versus* control mice. 

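Liver RNA of 12 mice was measured on Affymetrix Mouse Genome 430 2.0 arrays, on which each probe set is a group of short probes that measures transcripts. Most probe sets name 1 gene, and 932 name several. Each array held RNA of 1 mouse. The paper states that the controls were age-matched, with sham subgroups with and without recovery. The labels do not give the subgroup of the 4 control arrays, so a difference of 1 month in age from 1 of the SHS groups is not excluded. There were 4 arrays of sham-exposed controls (replicates 1 to 4), 4 of mice at the end of the 4-month SHS exposure (SHS4m, replicates 66 to 69) and 4 of exposed mice after 1 month in clean air (SHS4m+1m recovery, replicates 70 to 73). The authors summarised the probe sets in Affymetrix Expression Console as intensities on a linear scale, with the mean of each array, after trimming 2% of the values at each end, set to 500. The summarisation algorithm is not given in the sources used here. Values below 32, which made up 29.9% to 33.5% of each array, were raised to 32 and the log2 was taken. A transcript near this floor can therefore show only part of a change. All 45037 probe sets other than the array's own controls were tested with limma in 1 model of the 3 groups. The paper's supplement gives a p under 0.05 and a 2-fold change and does not say whether the p was adjusted. Counts are given at the study's threshold, which here is that p and fold change with the p taken as unadjusted, and at a Benjamini-Hochberg adjusted p under 0.05 across all probe sets. Every p from limma is two-sided. The median signal was 72.4 to 78.15 on the control arrays, 65.15 to 74.21 on the SHS4m arrays and 67.15 to 73.92 on the recovery arrays. The ratio of the 3' to the 5' probe sets of actin, which rises as RNA degrades, was 8.82 on the array of recovery replicate 72 and 3.24 to 4.64 on the other 11 arrays. The same ratio for Gapdh was 4.52 against 2.24 to 2.95. Across probe sets, which are not independent replicates, the correlation of log2 signals was 0.9718 to 0.9797 between arrays of 1 group and 0.9637 to 0.9754 between arrays of different groups. In simulated data of the same size, 323 of 44837 unchanged probe sets passed the study's threshold and 13 passed the adjusted p. Of 100 simulated probe sets with a log2 change of 1, 35% were found at the adjusted p and 39% at the study's threshold, and of 100 with a log2 change of 2 these shares were 84% and 96%. With 4 arrays per group, the number of arrays limits the precision. Gene groups were read from 44 lists, each tested in 3 comparisons (132 tests, adjusted across the 44 lists of a comparison). Each gene of a list was read by its brightest probe set that names this gene alone. Counts of called members refer to these probe sets, and other probe sets of a member can differ. The lists were written before any array value was examined but after Table 1 and Table S1 of the paper had been read. Where a list holds genes of Table 1, which the study chose on these arrays, its tests are not independent evidence of a change.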

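Mt2 and Mt1, which encode the metal-binding metallothioneins, rose 57.3-fold and 28.8-fold in SHS4m mice over controls. The log2 signal of Mt2 (probe set 1428942_at) was 15.1 ± 0.0932 (SD, n = 4) in SHS4m mice and 9.26 ± 1.25 (SD, n = 4) in controls, a difference of 5.84 (standard error 0.498, adjusted p = 0.000479 from limma). That of Mt1 (1422557_s_at) differed by 4.85 (standard error 0.608, adjusted p = 0.00259). A second probe set of Mt1 (1451612_at) rose 8.3-fold. The drug-metabolising enzyme Cyp2b10 (1422257_s_at) rose 19.7-fold (log2 4.30, standard error 0.22, adjusted p = 4.95e-05). The glutathione transferase Gstm3 (1427473_at) rose 8.12-fold (log2 3.02, standard error 0.1, adjusted p = 3.23e-06). Ffar4, a receptor for long-chain fatty acids, rose 11.9-fold, Lcn2, a secreted protein of the acute phase, 11.8-fold and Igfbp1, which binds insulin-like growth factors, 11.2-fold. The deubiquitinase Usp2, also read below as a clock gene, rose 9.58-fold and the transporter Slc16a5 8.56-fold. Over these 5 genes the adjusted p was 0.000359 to 0.016. Among the largest falls, the log2 difference was -3.68 for the serpin pseudogene Serpina4-ps1 (1448092_x_at), -2.64 for Nrep and -2.55 for Adh6-ps1. It was -2.56 for Sc5d (1434520_at), which acts late in cholesterol synthesis, and -2.39 for Csad, which makes the precursor of taurine (adjusted p from 0.00106 to 0.00704 for these 5 genes). Other probe sets of Sc5d had differences of -1.97 (1424709_at) and -0.75 (1451457_at). Onecut1 (1421447_at), a hepatocyte transcription factor, had a difference of -3.06 (standard error 0.697, adjusted p = 0.0337). Its call was lost without any of control replicates 1 to 4 or SHS4m replicates 67 to 69 (adjusted p up to 0.0894). Ffar4 was at the floor on 2 of 4 control arrays and Slc16a5 on 1. The large falls of Wdfy1, 3110045C21Rik, Slc38a10 and Car3 ended at the floor on 2 or 3 of 4 SHS4m arrays. For Car3 the log2 difference was -2.88 for the probe set with the large fall and -0.37 for another.
At the study's threshold 1114 probe sets of 815 named genes differed between SHS4m mice and controls, 468 higher and 646 lower. By the adjusted p it was 2430 probe sets, 1136 higher and 1294 lower. The share of higher calls at the study's threshold was 42% and moved to 52.3% with quantile normalization and 54.6% with each array centred on its own median. For calls at the adjusted p it moved from 46.7% to 62.6% with centring. Without control replicate 3 the second count was 1587, and it was 1520 with values below the 25th percentile of their array raised to it.

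**Figure D1:**
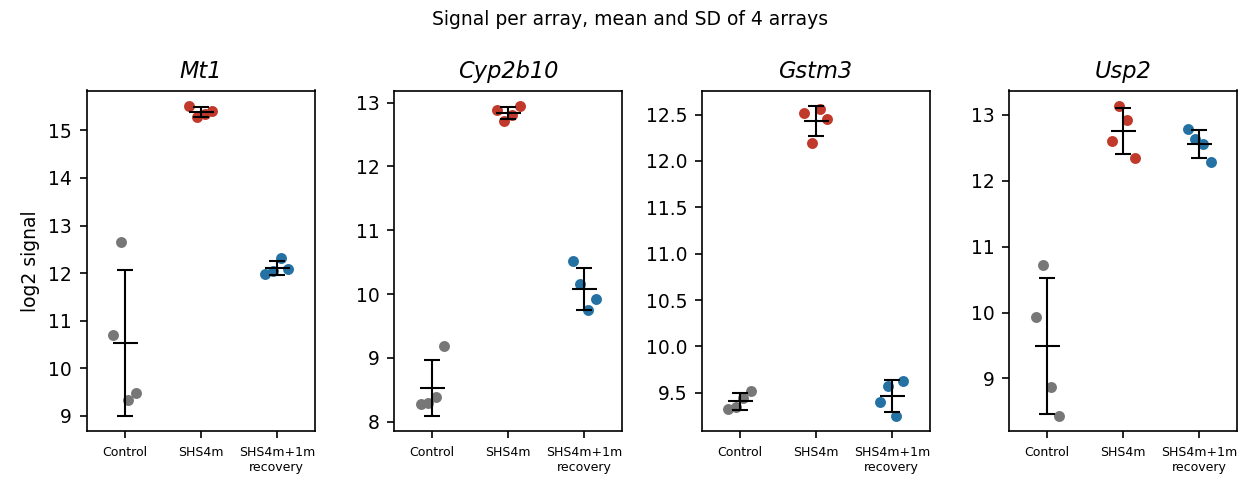
Log2 signal on each array (y axis) of Mt1, Cyp2b10, Gstm3 and Usp2 in controls, SHS4m mice and SHS4m+1m recovery mice (x axis, 4 arrays per group). Points are single arrays and the horizontal bars are group means. All SHS4m arrays lie above all control arrays for each gene. Usp2 is also a clock gene, for which a difference in time of day is not excluded.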

More specifically, there were 473 aberrant transcripts in the SHS-exposed mice relative to age-matched controls (Figure 1A; Table S1). 

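After 1 month in clean air, the largest falls from control levels were in genes other than the metallothioneins and drug-metabolising enzymes. The log2 signal of Smc1a (1417832_at), a subunit of the cohesin complex, was 6.41 on average against 8.97 in controls (difference -2.56, standard error 0.379, n = 4 arrays each, adjusted p = 0.0124 from limma). That of Ddc (1426215_at), which decarboxylates aromatic amino acids, differed by -2.29 (standard error 0.241, adjusted p = 0.00475). Insig2 (1417982_at), which holds the sterol sensor of the endoplasmic reticulum in place, had a difference of -1.86 and Chic1 of -1.79 (adjusted p = 0.0037 each). The differences of Wbp11, Bbx and Zfp800 were -2.09, -1.99 and -1.76 (adjusted p from 0.00874 to 0.0149), and Bbx was at the floor on all 4 recovery arrays. The brightest probe sets of Smc1a, Wbp11 and Bbx had differences of 0.30, 0.10 and -0.28 (adjusted p = 0.189, 0.675 and 0.355), and of the 6 other probe sets of Zfp800 1 was called (log2 -0.54, adjusted p = 0.0285). Usp2 stayed 8.42-fold above controls (log2 3.07, standard error 0.438, adjusted p = 0.0114). It is also read below as a clock gene that peaks with Dbp. For the clock genes, livers taken at different times of day and an effect of SHS cannot be told apart here. Cyp2b10 was 2.93-fold above them (log2 1.55, adjusted p = 0.0114). Acot3, a peroxisomal thioesterase, was 6.65-fold higher (adjusted p = 0.026), lost without control replicates 1 or 4 or any recovery replicate (up to 0.0642). Cdk1, at the floor on 2 control arrays, was 3.32-fold higher (adjusted p = 0.0171), lost without control replicate 1 or 3 (up to 0.0525). The levels of Mt2 (log2 0.97, adjusted p = 0.455), Gstm3 (log2 0.06, adjusted p = 0.915), Ffar4 (log2 0.27, adjusted p = 0.772) and Igfbp1 (log2 -0.90, adjusted p = 0.673) did not differ from controls by the test.
At the study's threshold 619 probe sets of 498 named genes differed from controls, 178 higher and 441 lower. By the adjusted p it was 931, 395 higher and 536 lower. The array of recovery replicate 72, which had the high 3' to 5' ratios, was left out in turn with the others: 344 of the 441 lower probe sets kept a 2-fold fall without it. The count at the adjusted p was 492, 438 and 485 without control replicates 1, 3 and 4, and 475, 510 and 562 without recovery replicates 71, 72 and 73. It was 258 when only the 8 arrays of these 2 groups were fitted, where Smc1a (0.072), Wbp11 (0.0563), Zfp800 (0.0749), Usp2 (0.0652) and Cyp2b10 (0.0672) no longer passed. The share of higher calls moved from 28.8% to 41.1% with quantile normalization and 44.4% with centring. At the adjusted p it moved from 42.4% to 64.2% with centring.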

One-month recovery in clean air resulted in slight attenuation of the transcriptional changes in the SHS-exposed mice, although the number of aberrantly expressed transcripts remained considerably high in the exposed mice undergone recovery (i.e., 222 transcripts). There were 210 overlapping aberrant transcripts in the SHS-exposed mice pre- and post-recovery.

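Several genes were changed from controls in the same direction before and after recovery. Upp2, a uridine phosphorylase, rose 4.98-fold in SHS4m mice and was 3.88-fold higher in recovery mice (adjusted p = 0.00235 and 0.0119 from limma, 4 arrays per group). Elovl3 (1420722_at), a fatty acid elongase, had log2 differences of -2.12 and -1.99 (standard error 0.295 each, adjusted p = 0.00396 and 0.0125). Rhobtb1 had differences of 1.67 and 1.25 (standard error 0.127, adjusted p = 0.000294 and 0.00421). D630004K10Rik had differences of 1.37 and 1.26 (adjusted p = 0.000927 and 0.00527) and Tmtc2 of 0.99 and 0.88 (adjusted p = 0.0013 and 0.00688). Kank1, at the floor on 3 of 4 control arrays, had differences of 2.46 and 1.91 (adjusted p = 0.000294 and 0.0037), and its brighter probe set had differences of -0.49 and -0.40 (adjusted p = 0.154 and 0.344). A dimmer probe set of Upp2 had a difference of 0.57 in recovery mice (adjusted p = 0.24). The call of Upp2 in recovery mice was lost when only those 8 arrays were fitted (adjusted p = 0.0672).
At the study's threshold 182 probe sets were called in both comparisons with the same direction, 80 higher and 102 lower, and 4 with opposite directions. Lists drawn independently per direction would share 8.18. At the adjusted p 451 were shared, 214 higher and 237 lower, and 6 were opposite, and independent lists would share 25.4. Both comparisons use the same 4 control arrays, so part of this overlap arises without any effect of SHS. Simulated arrays with no change in either group, but with the same shared controls, gave an overlap of 72.8 probe sets on average (at most 86 in 20 simulations) among 324.4 calls per comparison. Across probe sets, which are not independent replicates, the 2 sets of log2 changes had a Pearson correlation of 0.535 (Spearman 0.516) and a covariance of 0.0714. The simulations gave 0.5 (at most 0.512 in 100) and 0.0343. With 2 control arrays given to each comparison, over the 6 possible splits, the correlation was 0.219 (0.196 to 0.234), the covariance 0.0368 and the overlap 93.5 probe sets (87 to 98), where independent lists would share 10.3. The share of higher calls among the 182 moved from 44% to 57.6% with quantile normalization and 63.2% with centring.

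**Figure D2:**
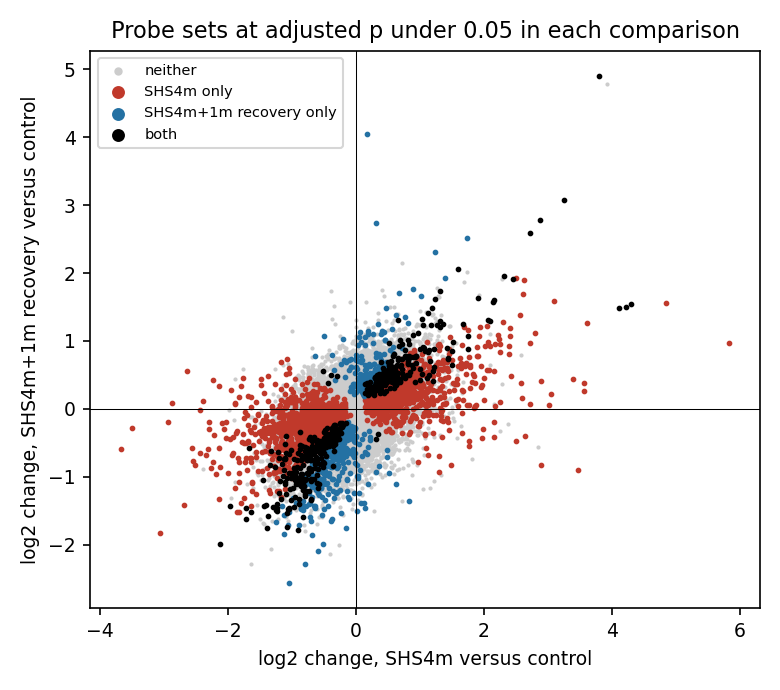
Log2 change from controls of each probe set in SHS4m mice (x axis) and in SHS4m+1m recovery mice (y axis), 4 arrays per group and the same 4 control arrays on both axes. Coloured points are calls at the threshold that the figure itself states. The correlation across probe sets is 0.535, and 0.219 with 2 control arrays given to each axis. Simulated arrays with shared controls and no change gave 0.5, with a covariance of 0.0343 against 0.0714 here.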

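The 3 groups of mice stood apart in the expression of the whole array. On the first principal component, which held 18.2% of the variance of the log2 signals, 97.8% of the variance of the 12 scores lay between the groups (permutation test, p = 4e-04). On the second, with 12.9%, the share was 82.7% (permutation test, p = 0.0031). The nearest array of each of the 12 arrays came from its own group. The mean Euclidean distance was 111.1 (101.8 to 119.5) over the 18 pairs within a group and 123.5 (112 to 135.1) over the 48 pairs between groups. The 2 ranges overlapped. Average linkage, stopped at 3 clusters, returned controls, SHS4m mice and SHS4m+1m recovery mice with no array misplaced. The recovery arrays lay closest together on the first component, from -8.35 to -1.66, against -50.2 to -28.2 for controls and 39.4 to 48.6 for SHS4m mice. Their scores on the second component were -20.5, -39.4, -66.9 and -23.4, and on the third, with 9.29% of the variance, 36.2, 42.3, -54.9 and 18.5, the array with the high 3' to 5' ratio (replicate 72) being the lowest on both.

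**Figure D3:**
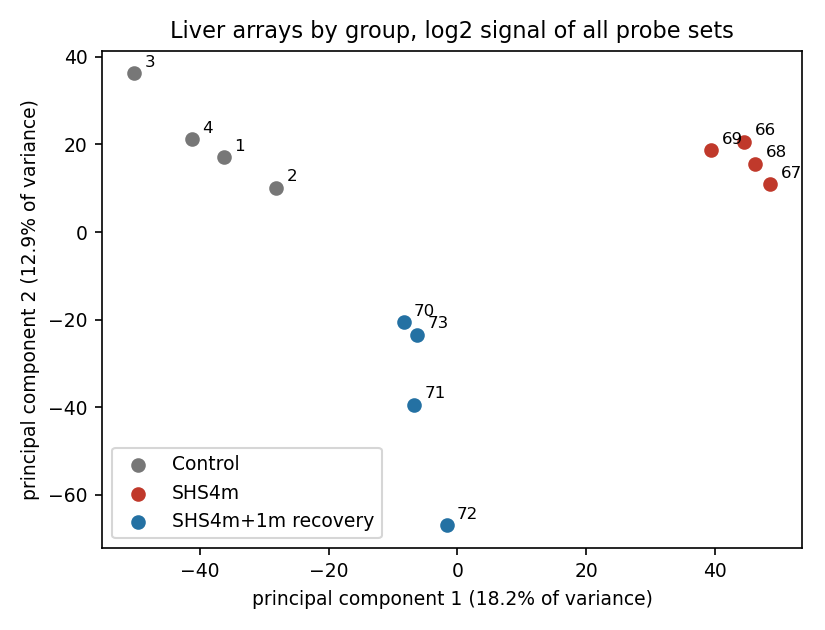
Scores of the 12 arrays on the first (x axis) and second (y axis) principal components of the log2 signals of all tested probe sets. Each point is 1 array, coloured by group, and the axes give the share of variance, 18.2% and 12.9%.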

Principal component analysis (PCA) and hierarchical clustering analysis in Partek GS^®^ showed clustering of the datasets from mice belonging to the same experimental or control groups, which confirms a uniform gene expression pattern within each experimental/control group (Figure 1B,C). Compiled lists of differentially expressed transcripts in experimental groups relative to controls are shown in Table S1. The lists identify both common and unique deregulated genes in the SHS-exposed mice before and after one-month recovery. 

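Some genes that rose during exposure were lower again after 1 month in clean air, and others had no fall called at the adjusted p. Between SHS4m and recovery mice the log2 signal of Mt2 changed by -4.87 (standard error 0.498, n = 4 arrays each, adjusted p = 0.00221 from limma), of Igfbp1 by -4.38 (adjusted p = 0.00995) and of Scara5, a ferritin receptor, by -3.73 (adjusted p = 0.00221). The changes of Ffar4, Gstm3 and Cyp2b10 were -3.3, -2.96 and -2.75 (adjusted p = 0.00121, 3.88e-06 and 0.00102). Other large rises had no fall called at the adjusted p, though the fall of Slc16a5 passed the study's threshold. The difference between the SHS groups was -0.19 for Usp2 (1417168_a_at), -1.51 for the called probe set of Slc16a5 and 1.11 for Rgs16 (1426037_a_at) (adjusted p = 0.973, 0.151 and 0.68). The rise of Rgs16 in SHS4m mice (adjusted p = 0.0434) was lost without any 1 array other than control replicate 1 (adjusted p up to 0.104). Among genes that had fallen during exposure some rose: Nrep by 3.20, Csad by 2.51, Dnase2a, a lysosomal nuclease, by 2.48 and 1 of 3 probe sets of Sc5d (1434520_at) by 1.98 (adjusted p from 0.00221 to 0.00671). The Table 1 probe set of Sc5d (1424709_at) had a difference of 0.53 (adjusted p = 0.383) and the last of 0.60 (adjusted p = 0.0513). After recovery that of Table 1 still had a difference of -1.44 from controls (adjusted p = 0.0205), a call lost without control replicate 1 or recovery replicates 71 or 73 (up to 0.0554) and with only these 8 arrays (0.0887). A second probe set of Scara5 had a difference of 0.51 between the SHS groups (adjusted p = 0.656). In all, 1142 probe sets differed between SHS4m and recovery mice at the adjusted p, 593 higher and 549 lower after recovery.
How much of the change remained was estimated with separate control arrays for choosing probe sets and for measuring them. Probe sets were chosen with 2 control and 2 SHS4m arrays, and the change left in recovery mice was divided by the change in the SHS4m arrays not used for choosing. This was repeated over all 36 splits of the arrays. On average 34.8% of the change remained (SD over splits 1.54, range 32.3 to 38.3, with 1221 probe sets chosen on average). The share was 30.3% to 44.8% when single arrays were left out. It was 39.8% to 44.8% without a control array, which leaves fewer control arrays for measuring, and 30.3% to 35.5% without an SHS array. With probe sets weighted by the change used to choose them, the share was 32.6%, or 28.8% to 38% when single arrays were left out. The upper end of the unweighted range is therefore not a firm bound. The count of 1142 was 599, 705, 687 and 701 without SHS4m replicates 66, 67, 68 and 69, 584 and 699 without recovery replicates 71 and 72. It was 680 when only the 8 arrays of these 2 groups were fitted.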

Overall, there was a high degree of overlap between differentially expressed genes in the SHS-exposed mice before and after recovery in clean air (Figure 1A; Table S1).

### 2.2. Modulation of Functional Networks and Biological Pathways in SHS-Exposed Mice

To investigate the lasting effects of SHS, we selected the dataset generated by comparing both the SHS^4m^ and SHS^4m+1m recovery^ groups vs. controls (Set 3; Figure 1A). 

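Set 3 was approached with 1 model of the 8 arrays of both SHS groups against the 4 control arrays, in which SHS4m and recovery mice are not told apart. Among genes far from controls in both groups, Upp2, Elovl3, Rhobtb1 and Usp2 passed the adjusted p in it (0.00306 to 0.0045). Some genes far from controls in 1 group only had large pooled changes without passing it, such as Mt2 (log2 3.41, adjusted p = 0.27). At the study's threshold 474 probe sets of 376 named genes were called, 183 higher and 291 lower. At the adjusted p from limma 925 were called, 426 higher and 499 lower. Of the 474, 182 also passed in both groups taken singly, 196 in SHS4m mice only, 88 in recovery mice only and 8 in neither. All 210 transcripts that Table S1 lists as Set 3 were found on the array, with the same sign of change here. In the pooled comparison 173 of them passed the study's threshold, as did 422 of the 473 listed as Set 1 in SHS4m mice and 193 of the 222 listed as Set 2 in recovery mice. By the paper's own lists, 77 of the 210 transcripts are in both Set 1 and Set 2, 98 in Set 1 only, 34 in Set 2 only and 1 in neither. The share of higher calls among the 474 moved from 38.6% to 49.1% with quantile normalization and 52.3% with centring. Raising values below the 25th percentile of their array to it gave 771 calls.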

Of the 210 common transcripts, 201 mapped to known IDs, for a total of 153 unique genes (Table 1). Of the 153 differentially expressed genes (DEGs), 63 (>41%) are known to participate in lipid homeostasis, specifically uptake, synthesis, and accumulation of lipids, as well as fatty acids oxidation and secretion (Table 1). Eighteen of these 63 genes (>28%) are specifically involved in liver steatosis (Figure 2A). 

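Among the genes of Table 1, those changed both before and after recovery included Sbk1, a kinase, which rose 4.48-fold in SHS4m mice and was 3.04-fold higher in recovery mice (log2 2.16 and 1.60, standard error 0.253, n = 4 arrays per group, adjusted p = 0.00186 and 0.016 from limma). Efhd2 was 2.29-fold and 2.81-fold higher (adjusted p = 0.0124 and 0.0116). With only the 8 arrays of recovery mice and controls fitted, their adjusted p in recovery mice was 0.0844 and 0.0635. The phosphatase Pptc7, the glucocorticoid-induced transcription factor Cebpd and the ganglioside synthase St3gal5 (1460241_a_at) rose 3.62-fold, 3.88-fold and 6.97-fold in SHS4m mice (adjusted p from 0.000299 to 0.000851). After recovery they had log2 differences of 0.38, 0.63 and 1.11 from controls (adjusted p from 0.0837 to 0.263). The log2 changes of these 3 genes between SHS4m and recovery mice were -1.48, -1.32 and -1.69 (adjusted p from 0.00185 to 0.0154).
All 153 genes of Table 1 had the paper's sign of change in SHS4m mice and 152 in recovery mice. At the study's threshold 72 were called in both groups, 57 in SHS4m mice only, 20 in recovery mice only and 4 in neither. The 72 became 59 without control replicate 3 and 83 without control replicate 2. At the adjusted p 114 were called in SHS4m mice (64 higher, 50 lower), 58 in recovery mice (28 higher, 30 lower) and 43 in both. Of the 153, 38 differed between the 2 SHS groups. The median size of the log2 change was 1.59 in SHS4m mice and 1.19 in recovery mice. By the marks printed beside the genes in Table 1, 64 were counted here for lipid homeostasis. Of these, 47 were called in SHS4m mice (30 higher, 17 lower), 18 in recovery mice (10 higher, 8 lower) and 15 in both. Of the 22 that differed between the SHS groups 17 were lower after recovery. Adjusted over the list alone, 146 of the 153 genes were called in SHS4m mice and 124 in recovery mice, and 60 and 47 of the 64. The study chose these genes on the same arrays, so their counts are not independent evidence of a change or of its direction.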

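Of the 18 steatosis genes of Figure 2A, Mfsd2a, which carries lysophospholipids into cells, rose 6.15-fold in SHS4m mice (log2 2.62, standard error 0.428, n = 4 arrays per group, adjusted p = 0.00837 from limma). Its log2 difference from controls in recovery mice was 1.69 (adjusted p = 0.087). Ppargc1a, a coactivator of gluconeogenesis and fatty acid oxidation, rose 3.34-fold in SHS4m mice (1460336_at, log2 1.74, adjusted p = 0.00422), with a difference of 0.06 after recovery (adjusted p = 1). The change between the SHS groups was -1.68 (adjusted p = 0.00886). The log2 differences of Noct, a clock-controlled gene, were 2.15 and 1.58 in SHS4m and recovery mice (adjusted p = 0.0829 and 0.285). Those of Lpl, the lipoprotein lipase, were -1.07 and -1.15 (adjusted p = 0.0523 and 0.0681), and of the odorant-binding protein Obp2a -1.50 and -1.63 (adjusted p = 0.292 and 0.325). Of the 18 probe sets 14 were called at the study's threshold in SHS4m mice, 13 in recovery mice and 9 in both. At the adjusted p 9 were called in SHS4m mice (8 higher, 1 lower), 5 in recovery mice (3 higher, 2 lower) and 2 in both. In all, 6 differed between the SHS groups, 5 of them lower after recovery. Adjusted over the list alone, 16 and 15 were called, which is not independent evidence because the study chose the genes on these arrays.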

To characterize the gene networks and functional pathways associated with the 153 unique genes, we performed gene ontology and functional network analyses, using a combination of Database for Annotation, Visualization and Integrated Discovery (DAVID) and Ingenuity*^®^* Pathway Analysis (IPA^®^). Applying the DAVID annotation clustering analysis tool, we discovered twenty-eight relevant biological clusters. The top functional category with the highest enrichment score consisted of gene sets involved in lipid metabolism (Figure 2B). 

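Genes of lipid metabolism were read as separate lists for the parts of the metabolism they serve. Of 20 measured genes of cholesterol synthesis, 4 were lower in SHS4m mice and none was higher (16 lower when adjusted over the list alone). The list was lower by camera (adjusted p = 6.61e-08), with adjusted p = 0.397 with an estimated correlation. Idi1, which isomerises isopentenyl diphosphate, had a log2 difference of -1.75 (standard error 0.323, n = 4 arrays per group, adjusted p = 0.0144 from limma). Of 21 genes of fatty acid synthesis, 6 were lower and none higher (9 lower over the list alone, adjusted p = 5.91e-05, or adjusted p = 0.296 with an estimated correlation). Among them were the elongases Elovl5 and Elovl2, with log2 differences of -0.86 and -0.67 (adjusted p = 0.00445 and 0.0013). Of 29 genes of triglyceride synthesis and lipid droplets, 6 were higher and 2 lower (10 and 2 over the list alone). The adjusted p of the list was 0.0191, or 0.427 with an estimated correlation and 0.0601 with quantile normalization. The droplet coat proteins Plin4 and Plin5 rose by 2.30 and 1.39, the acyltransferases Gpat3 and Dgat1 by 1.40 and 0.57 and the lipase Pnpla2 by 0.90. The coactivator of Pnpla2, Abhd5, had a difference of -0.56 (adjusted p from 0.00211 to 0.0154 for these 6 genes). Of 33 genes of lipid uptake and transport, 8 were higher and 3 lower (11 and 9 over the list alone, adjusted p = 0.274). The apolipoprotein Apoa4 and the sterol transporter Abcg5 rose by 1.66 and 1.21, and the fatty acid-binding protein Fabp2 had a difference of -0.73 (adjusted p from 0.00088 to 0.00935). Of 35 genes of fatty acid oxidation, 2 were higher and 2 lower (5 and 4 over the list alone, adjusted p = 0.673). Of 31 of phospholipid and sphingolipid metabolism, 3 were higher and 2 lower (5 and 3 over the list alone, adjusted p = 0.621).
After recovery, Acaca, which makes malonyl-CoA for fatty acid synthesis, was 0.62 above controls in log2 (standard error 0.0909, adjusted p = 0.012) and 0.69 above SHS4m mice (adjusted p = 0.00627). Against SHS4m mice 6 of the 21 genes of fatty acid synthesis were higher in recovery mice and none lower (13 over the list alone, adjusted p = 1.43e-08, or adjusted p = 0.131 with an estimated correlation). For cholesterol synthesis 1 was higher (3 over the list alone, adjusted p = 2.64e-05, or adjusted p = 0.535 with an estimated correlation). Against controls, 2 of these 21 genes were higher and 1 lower, with a median log2 change of -0.01 but a mean of 0.07 and a test in the direction of the mean (adjusted p = 0.341). By the brightest probe set of each gene, none of the 20 of cholesterol synthesis was called by limma (2 lower at an unadjusted p under 0.05, adjusted p = 0.0696 from camera). The Table 1 probe set of Sc5d (1424709_at) was called lower (log2 -1.44, adjusted p = 0.0205), with the losses given above. Fatty acid oxidation had 2 higher genes in recovery mice (8 over the list alone, adjusted p = 0.0435, or adjusted p = 0.975 with an estimated correlation). This call was lost without control replicates 3 or 4, SHS4m replicate 68 or recovery replicates 70, 71 or 72 (adjusted p up to 0.629). Of the 193 genes in any of 7 lipid lists, 25.4% were called in SHS4m mice against 7.58% of the other testable genes (24 higher and 25 lower, 40 and 51 over the list alone). The odds ratio was 4.15 (Fisher's exact test, p = 6.36e-14). In recovery mice the shares were 6.22% and 2.58% (7 higher and 5 lower, 28 and 9 over the list alone), with an odds ratio of 2.5 (p = 0.00499 by the same exact test). The odds ratio in recovery mice was 1.68 without control replicate 4 (exact p = 0.311) and 2.14 without recovery replicate 71 (exact p = 0.0938). The lipid lists hold genes of Table 1, such as Idi1, Plin4 and Gpat3, which the study chose on these arrays. These odds ratios are therefore not independent evidence of enrichment. The exact test also treats genes as independent, and genes of a list can vary together. The paper compared both SHS groups with controls to find lasting effects and grouped the 153 genes by DAVID, and states that lipid metabolism had the highest enrichment score.

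**Figure D4:**
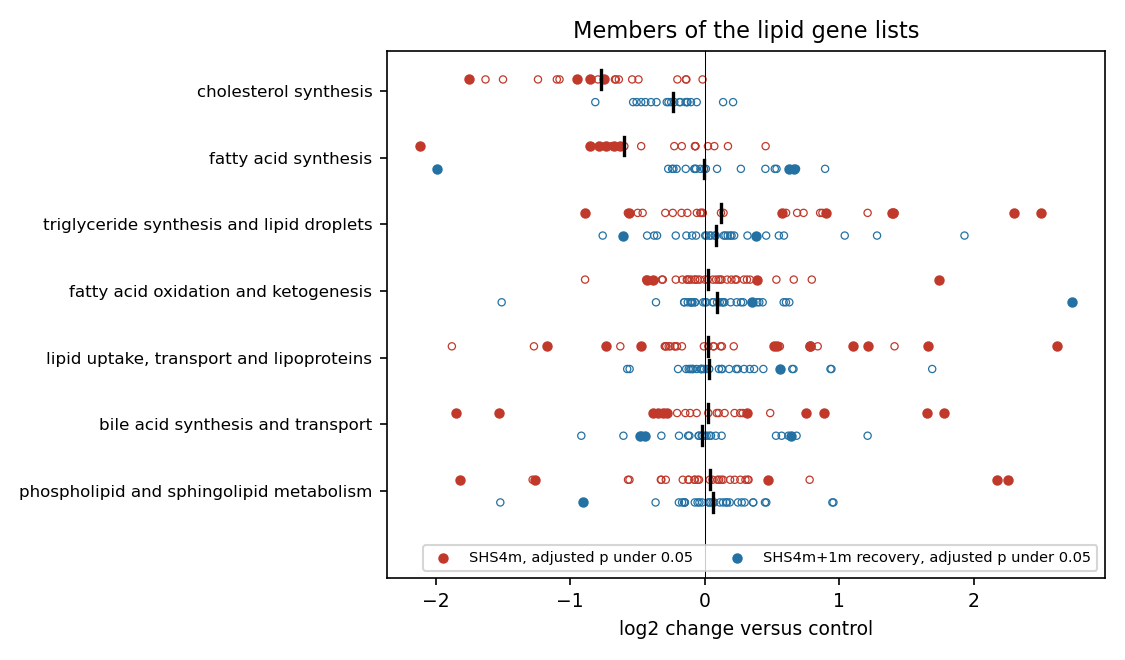
Log2 change from controls (x axis) of each measured member of the 7 lipid gene lists (y axis) in SHS4m mice and SHS4m+1m recovery mice, 4 arrays per group. Points are genes, black bars are the medians of a list, filled points passed the adjusted p and open points did not. The median was -0.77 for cholesterol synthesis in SHS4m mice.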

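Genes of the oxidative stress response and of the responses to smoke components and metals were read as lists. Of 35 measured targets of NRF2, the transcription factor of the oxidative stress response, 13 were higher and 1 lower in SHS4m mice (14 and 4 when adjusted over the list alone). The list was higher by camera (adjusted p = 2.61e-05), with adjusted p = 0.0603 with an estimated correlation. The glutathione transferase Gstm2 rose 3.16-fold (log2 1.66, standard error 0.141, n = 4 arrays per group, adjusted p = 0.000478 from limma). The carbonyl reductases Cbr3, at the floor on 2 control arrays, and Cbr1 rose by 2.58 and 1.03 in log2, the epoxide hydrolase Ephx1 by 0.79 and the thioredoxin reductase Txnrd1 by 0.52 (adjusted p from 0.00129 to 0.00691). The quinone reductase Nqo1 (1423627_at) was 0.94 higher (adjusted p = 0.0274), lost without control replicates 3 or 4 or SHS4m replicates 66, 67 or 68 (adjusted p up to 0.0752). Of 11 targets of the aryl hydrocarbon receptor, which binds components of smoke, 5 were higher and none lower (6 over the list alone, adjusted p = 0.00482, or adjusted p = 0.0815 with an estimated correlation). Tiparp rose by 0.75 and Cyp1a2 by 0.42 (adjusted p = 0.00318 and 0.00392). Cyp1a1 was 1.77 higher (adjusted p = 0.0387), lost without any control replicate, SHS4m replicates 66, 67 or 69 or recovery replicate 70 (adjusted p up to 0.0982). Of 17 genes of metal handling, 3 were higher and 1 lower (5 and 2 over the list alone), with a median log2 change of -0.02 but a mean of 0.51 in the direction of the test (adjusted p = 0.306).
In recovery mice 2 NRF2 targets were higher than in controls and none lower (3 and 1 over the list alone, median -0.08 but mean 0.04, adjusted p = 0.974). Txnrd1 remained 0.51 higher (adjusted p = 0.0165, or 0.0681 when only these 8 arrays were fitted). No target of the aryl hydrocarbon receptor was called by limma (2 higher at an unadjusted p under 0.05, adjusted p = 0.898 from camera). Of metal handling 1 gene was lower (2 higher and 2 lower over the list alone, adjusted p = 0.938). Against SHS4m mice, 7 NRF2 targets were lower and none higher (2 higher and 13 lower over the list alone, adjusted p = 2.56e-06, or adjusted p = 0.0673 with an estimated correlation). The change of Gstm2 was -2.01 (adjusted p = 0.000526).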

Based on DAVID analysis, we also detected deregulated genes that are involved in oxidoreductase reactions (Figure 2B). The latter is consistent with SHS being a well-known inducer of reactive oxygen species (ROS) and oxidative stress [33,34]. Other highly enriched categories included genes implicated in endoplasmic reticulum function, circadian regulation of gene expression, lipid biosynthesis, and transcription regulation (Figure 2B).

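Some genes of the circadian clock differed from controls both before and after recovery. Of 24 measured genes of the core clock and its output, 6 were higher and 1 lower in SHS4m mice (9 and 2 when adjusted over the list alone, adjusted p = 0.000327 from camera). In recovery mice 6 were higher and 1 lower (11 and 2 over the list alone, adjusted p = 6.74e-06). For the former test adjusted p = 0.0648 with an estimated correlation, and for the latter adjusted p = 0.0495. Tspan4 rose by 0.69 in log2 and was 1.01 higher after recovery (adjusted p = 0.00239 and 0.0028 from limma, n = 4 arrays per group). The clock output factor Tef rose by 1.05 and was 1.23 higher (standard error 0.188, adjusted p = 0.0126 and 0.0145). Clock (1418659_at), which drives transcription of the clock, had differences of -1.02 and -1.18 (standard error 0.181, adjusted p = 0.0119 and 0.0145). Fitted to the 8 arrays of the groups compared, Tef had adjusted p = 0.0531 in SHS4m mice and 0.0765 in recovery mice, and Clock 0.0652 in recovery mice. The repressor Ciart was 6.62-fold and 6.05-fold higher (adjusted p = 0.0215 and 0.048). In the fits of 8 arrays its adjusted p was 0.0717 in SHS4m mice and 0.12 in recovery mice. Its call in SHS4m mice was lost without control replicates 3 or 4 or SHS4m replicates 67 or 68 (up to 0.0591), and that in recovery mice without any replicate but control replicate 2 (up to 0.121). The Table 1 probe sets of Dbp and Arntl had log2 differences of 0.43 and -1.64 in SHS4m mice (adjusted p = 0.764 and 0.158) and of 1.66 and -2.28 in recovery mice (adjusted p = 0.166 and 0.0863). The control mice differed most among themselves. Over 11 genes that peak with Dbp the mean log2 signals of control replicates 1 to 4 were 9.545, 9.931, 8.809 and 8.63, against 10.02 to 10.37 in SHS4m mice and 10.23 to 10.55 in recovery mice. Over 4 genes that peak with Arntl they were 7.389, 7.459, 8.489 and 8.935, against 7.32 to 7.547 and 6.83 to 7.039.
Of 35 chaperones and unfolded protein response genes of the endoplasmic reticulum, 3 were higher and 3 lower in SHS4m mice (3 and 7 over the list alone, adjusted p = 0.306) and 1 was higher in recovery mice (1 over the list alone, adjusted p = 0.341). Retreg1, a receptor for the autophagy of the endoplasmic reticulum, rose by 1.55 in SHS4m mice and Xbp1, a transcription factor of the response, had a difference of -0.75 (adjusted p = 0.000402 and 0.00323). Of 20 heat shock proteins and co-chaperones, 1 was higher and 3 lower in SHS4m mice (1 and 7 over the list alone). The adjusted p of this list was 0.0105, or 0.53 with an estimated correlation and 0.0636 with the mean of a gene's probe sets. By the brightest probe set of each gene, none of the 20 was called by limma in recovery mice. At an unadjusted p under 0.05 it was 1 higher and 4 lower there (adjusted p = 0.938 from camera). The Table 1 probe set of the heat shock protein Hsp90aa1 was called lower in recovery mice (log2 -1.66, adjusted p = 0.0454 from limma).

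**Figure D5:**
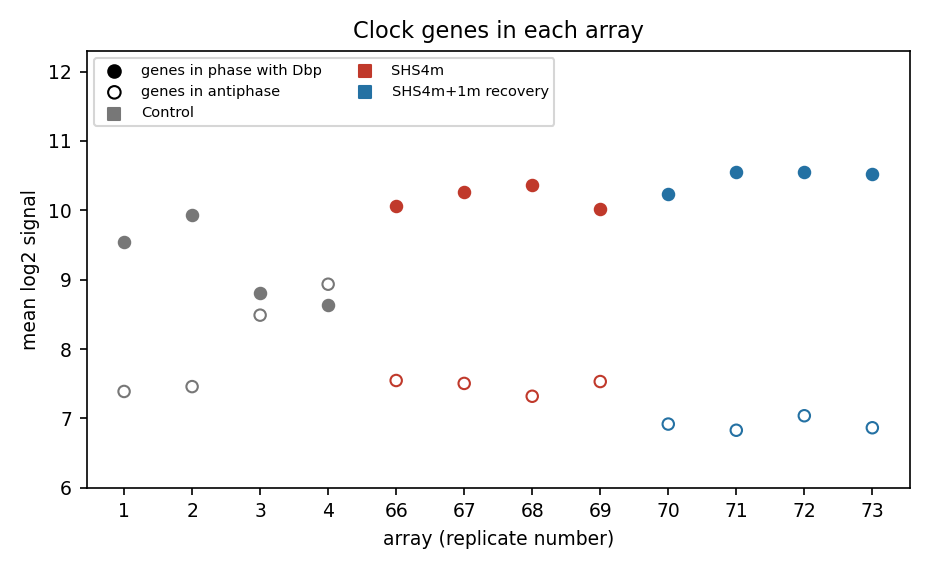
Mean log2 signal of 11 genes that peak with Dbp and of 4 genes that peak with Arntl on each of the 12 arrays, coloured by group. For the genes that peak with Dbp, the 4 control arrays spread over 8.63 to 9.931, and the 8 SHS arrays lie at 10.02 or above.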

IPA^®^ analysis of the 153 unique DEGs showed disruption of similar gene networks and functional pathways in the SHS-exposed mice, both pre- and post-recovery. As shown in Figure S1, the top impacted networks comprised of genes involved in lipid metabolism and biosynthesis. Other affected gene networks included molecules implicated in behavior and nervous system development and function, cell death and survival, drug metabolism and small molecule biochemistry (Figure S1). 

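Targets of the drug-sensing receptors were higher during exposure, and enzymes of nicotine metabolism had called members in both directions. Of 25 measured targets of CAR and PXR, the nuclear receptors that sense drugs, 12 were higher and none lower in SHS4m mice (12 when adjusted over the list alone). The list was higher by camera (adjusted p = 8.24e-11, or adjusted p = 0.0226 with an estimated correlation). Cyp2c55 rose 2.55-fold (log2 1.35, standard error 0.117, n = 4 arrays per group, adjusted p = 0.000496 from limma), Cyp3a13 rose 2.22-fold (log2 1.15, adjusted p = 0.000603) and the efflux pump Abcb1a (1419759_at) 1.85-fold (log2 0.89, adjusted p = 0.0109). In recovery mice 3 of the 25 were higher and none lower (4 and 1 over the list alone, adjusted p = 0.0675). Against SHS4m mice 5 were lower and none higher (10 lower over the list alone, adjusted p = 1.43e-08, or 0.0673 with an estimated correlation). Of 22 enzymes of nicotine metabolism, 7 were higher and 2 lower in SHS4m mice (9 and 5 over the list alone). The adjusted p was 0.0373, or 0.53 with an estimated correlation and 0.106 with only the probe sets above the median signal. The call was lost without control replicate 3, SHS4m replicates 67 or 68 or recovery replicates 72 or 73 (adjusted p up to 0.0925). The monooxygenases Cyp2d22 and Fmo1 rose by 0.59 and 0.56, and Cyp2u1 and the glucuronosyltransferase Ugt2b38 had differences of -1.66 and -1.75 (adjusted p from 0.00077 to 0.0162). After recovery 2 of the 22 were higher and none lower than in controls (3 and 2 over the list alone, median -0.01 but mean 0.11, adjusted p = 0.898). Of 25 genes of bile acid synthesis and transport, 5 were higher and 6 lower in SHS4m mice (6 and 6 over the list alone, adjusted p = 0.821). The hydroxylase Cyp39a1 rose by 1.78 and the efflux pumps Abcc4 and Abcc3 by 1.65 and 0.88, and the uptake carrier Slco1a1 had a difference of -1.85 (adjusted p from 0.00166 to 0.00841). Members were called more often than other genes (odds ratio 9.39, Fisher's exact test, adjusted p = 1.42e-05). After recovery 1 was higher and 2 lower than in controls (3 and 4 over the list alone, median -0.02 but mean 0.03, adjusted p = 0.938).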

The top canonical pathways impacted in the SHS-exposed mice, both pre- and post-recovery, included the lipopolysaccharide (LPS)/IL-1 mediated inhibition of the Retinoid X Receptor (RXR) function (*p* = 3.11 × 10^−6^), the adipogenesis pathway (*p* = 3.97 × 10^−6^), and the nicotine degradation II pathway (*p* = 4.98 × 10^−6^) (Figure 2C). Members of these pathways are known to participate in the negative acute phase response (APR), which down-regulates hepatic genes with crucial physiological roles, in response to liver injury, infection, and/or inflammation. 

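Genes of the acute phase response were measured in both directions of the response. Of 22 negative acute phase genes, which fall in inflammation, 2 were lower and none higher in SHS4m mice (2 when adjusted over the list alone, adjusted p = 0.351 from camera). In recovery mice 3 were higher and none lower (3 and 1 over the list alone, median -0.06 but mean 0.06, adjusted p = 0.938). The corticosteroid-binding globulin Serpina6 was 2.22-fold above controls (log2 1.15, standard error 0.125, n = 4 arrays per group, adjusted p = 0.00523 from limma). Against SHS4m mice 2 were higher (3 over the list alone, adjusted p = 0.0178, or adjusted p = 0.535 with an estimated correlation). This call was lost without SHS4m replicate 68 or recovery replicates 71 or 72 (adjusted p up to 0.178). Of 27 positive acute phase genes, which rise in inflammation, 7 were higher and none lower in SHS4m mice (9 over the list alone, adjusted p = 2.61e-05, or adjusted p = 0.382 with an estimated correlation). The carrier protein Orm2 rose 6.57-fold (standard error of the log2 0.414, adjusted p = 0.00612). The serpin Serpina3n, the lipopolysaccharide-binding protein Lbp and Itih3 rose by 0.87, 0.73 and 0.65 in log2 (adjusted p from 0.00129 to 0.00884). None of the 27 was called by limma in recovery mice (2 higher and 2 lower at an unadjusted p under 0.05, adjusted p = 0.898 from camera). Against SHS4m mice 7 were lower (1 higher and 11 lower over the list alone, adjusted p = 5.1e-05, or adjusted p = 0.375 with an estimated correlation), with a change of -2.65 for Orm2 (adjusted p = 0.0117).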

Reduction of key molecules within these pathways ultimately leads to impaired metabolism, transport and/or biosynthesis of lipid, cholesterol, bile acid, and xenobiotics [35].

Next, we used the IPA^®^ Upstream Regulator Analysis tool to identify the upstream regulators that are likely to account for the aberrant expression of the 63 lipid-specific genes. Based on IPA^®^ prediction analysis, we identified the Conserved Helix-Loop-Helix Ubiquitous Kinase (CHUK) as the top master regulator with an activation *z*-score of 2.376. CHUK is a member of the serine/threonine protein kinase family, and plays an essential role in the NF-κB signaling pathway. The NF-κB pathway is activated by multiple stimuli, including DNA damage [36] and is involved in inflammation, fibrosis and hepatocarcinogenesis [37]. 

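The regulators named for this network were measured as transcripts. Of 6 probe sets of Ikbkg, the regulatory subunit of the IkB kinase complex, 2 were lower in SHS4m mice. The log2 difference of 1450161_at was -1.22 (standard error 0.206, n = 4 arrays per group, adjusted p = 0.00963 from limma), ending at the floor on 2 arrays. That of 1435646_at was -0.69 (adjusted p = 0.0383), a call lost without control replicates 1, 2 or 4, SHS4m replicates 66, 67 or 68 or recovery replicates 71 or 73 (adjusted p up to 0.101). Its other 4 probe sets had log2 differences of -0.37 to -1.17 (adjusted p from 0.0537 to 0.121). The catalytic subunit Ikbkb (1426207_at, log2 0.24, adjusted p = 0.084), Sp1 (1418180_at, log2 -0.21, adjusted p = 0.315), Foxo3 (1434831_a_at, log2 0.44, adjusted p = 0.305) and Rela, a subunit of NF-kB (log2 -0.11, adjusted p = 0.575), were not called in SHS4m mice. None of the probe sets of Ikbkg, Ikbkb, Sp1, Foxo3 and Rela was called in recovery mice, where the difference of Rela was -0.08 (adjusted p = 0.734). Nfkbia, the inhibitor of NF-kB, had a log2 difference of 0.58 in SHS4m mice (1449731_s_at, adjusted p = 0.0755) and of 0.80 in recovery mice (adjusted p = 0.0406). The latter call was lost without control replicates 1, 3 or 4, SHS4m replicates 66 or 67 or any recovery replicate (adjusted p up to 0.111), and its other 4 probe sets were not called in either group. Of 34 measured targets of NF-kB, 3 were higher and 1 lower in SHS4m mice (4 and 2 when adjusted over the list alone, adjusted p = 0.821 from camera) and 2 were higher in recovery mice (2 over the list alone, adjusted p = 0.925). Among them the interleukin 1 receptor Il1r1 rose by 1.42 and the adhesion molecule Vcam1 by 1.76 in SHS4m mice, and the chemokine Cxcl10 had a difference of -1.88 (adjusted p from 0.000676 to 0.00805).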

Our prediction analysis shows that CHUK modulates a complex network of upstream regulators (IKBKG, IKBKB, SP1, STAT1, NFKBIA, FOXO3, NF-κB complex, RELA, NFKB1 and TP53), which may work together to elicit the transcriptional changes observed in a subset of lipid-specific genes (25 out of 63 genes). Thirteen of these 25 target genes are presumably under control of the *TP53* gene (Figure 3). 

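Of the genes of Figure 3, Map2k6, a kinase of the stress response, rose 2.7-fold in SHS4m mice (log2 1.43, standard error 0.241, n = 4 arrays per group, adjusted p = 0.00971 from limma). Its log2 difference from controls after recovery was 0.70 (adjusted p = 0.215). Pfkfb3, a regulator of glycolysis, had log2 differences of 1.92 and 1.67 in SHS4m and recovery mice (adjusted p = 0.0756 and 0.178), and Hif1a, the transcription factor of the hypoxia response, of -1.44 and -1.70 (adjusted p = 0.16 and 0.148). The probe set of Abcb1a in Table 1 (1419758_at) had differences of 0.69 and 0.75 (adjusted p = 0.401 and 0.44). Outside the figure, the cell cycle inhibitor Cdkn1a, a widely used p53 target, had differences of 1.21 and -1.06 (1424638_at, adjusted p = 0.076 and 0.178). Its change between the SHS groups was -2.27 (standard error 0.341, adjusted p = 0.0098). Of 30 measured p53 targets, 2 were higher and 1 lower in SHS4m mice (4 and 3 when adjusted over the list alone, adjusted p = 0.363 from camera). None was called by limma in recovery mice (2 higher and 3 lower at an unadjusted p under 0.05, adjusted p = 0.938 from camera).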

Four of the TP53-regulated genes, i.e., *Rgs16*, *Lpin1*, *Hmox1*, and *Tsc22d3*, are known to be involved in liver steatosis (Figure 2A).

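Rgs16, which dampens G protein signalling, had a log2 signal of 10.7 ± 0.467 (SD, n = 4) in SHS4m mice and 11.8 on average in recovery mice, against 6.87 ± 2.25 (SD, n = 4) in controls, where 2 arrays were at the floor (1426037_a_at). The differences were 3.8 and 4.9 (standard error 0.916, adjusted p = 0.0434 and 0.0303 from limma), or 13.9-fold and 29.9-fold. Lpin1, which makes diacylglycerol and also acts as a coactivator, rose 6.21-fold in SHS4m mice (1418288_at, log2 2.64, standard error 0.533, adjusted p = 0.0211). Its difference in recovery mice was 1.90 (adjusted p = 0.122). Hmox1, the heme oxygenase, rose 4.79-fold in SHS4m mice (log2 2.26, standard error 0.352, adjusted p = 0.00684). It had differences of 0.84 after recovery (adjusted p = 0.332) and of -1.42 between the SHS groups (adjusted p = 0.0747). Tsc22d3, a glucocorticoid-induced leucine zipper protein, had differences of 1.08 and 0.70 for its probe set of Table 1 (1420772_a_at, adjusted p = 0.248 and 0.599) and of -0.14 to 1.32 for the other 3 in SHS4m mice (adjusted p from 0.116 to 0.978). The other 2 probe sets of Rgs16 had differences of 1.74 and 3.92 in SHS4m mice (adjusted p = 0.0568 and 0.072) and of 2.51 and 4.79 in recovery mice (adjusted p = 0.0254 and 0.0588).
The control mice spread widely for Rgs16, and its call in SHS4m mice was lost without any replicate but control replicate 1 (adjusted p up to 0.104). Its call in recovery mice was lost without control replicates 3 or 4 or any recovery replicate (up to 0.074), and that of the 1451452_a_at probe set (log2 2.51) without control replicates 3 or 4 or recovery replicates 71, 72 or 73 (up to 0.0661). The call of Lpin1 was lost without control replicates 3 or 4 or SHS4m replicates 66, 68 or 69 (up to 0.0613).

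**Figure D6:**
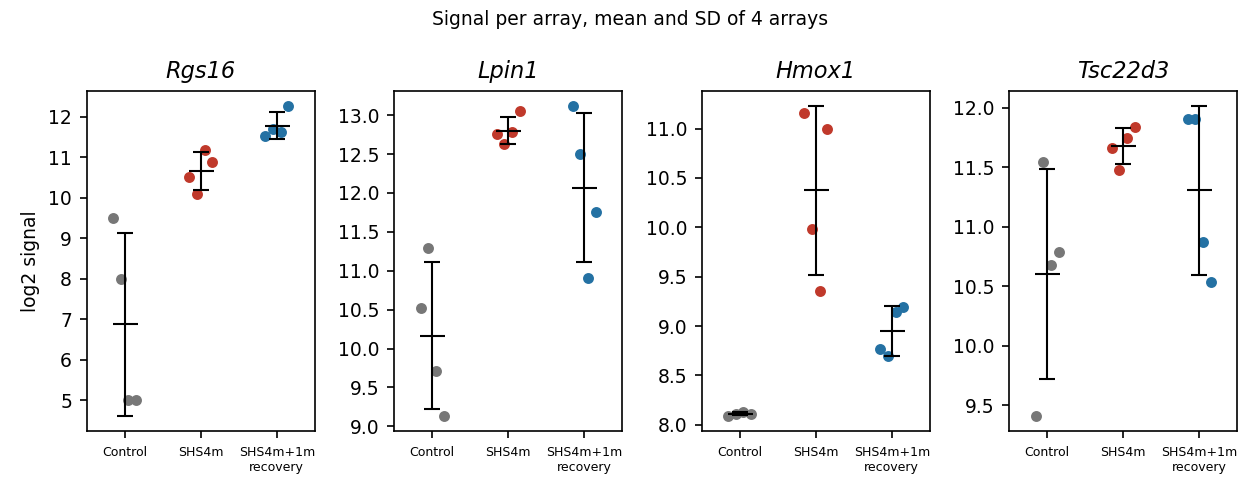
Log2 signal on each array (y axis) of Rgs16, Lpin1, Hmox1 and Tsc22d3 in controls, SHS4m mice and SHS4m+1m recovery mice (x axis, 4 arrays per group). Points are single arrays and the horizontal bars are group means; the control arrays of Rgs16 spread over a wide range, with 2 of them at the floor of 32.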

### 2.3. Initiation and Progression of Liver Steatosis in SHS-Exposed Mice

To investigate whether in vivo exposure of mice to SHS causes anomalies in the lipogenic pathways and induces hepatic steatosis, we performed Oil Red O (ORO) staining on liver sections from SHS-exposed mice in comparison to controls. As illustrated in Figure 4A (upper panels), there was a significant increase in fat deposition (steatosis) within the liver cells of SHS-exposed mice, immediately after treatment, as compared to age-matched controls (*p* = 0.000334). The extent of liver steatosis in the SHS-exposed mice was significantly enhanced after one-month recovery in clean air (SHS^4m+1m recovery^ vs. SHS^4m^; *p* = 0.000017 and SHS^4m+1m recovery^ vs. Control 1; *p* = 0.000276). While reaffirming the steatogenic properties of tobacco smoke on hepatocytes [26,38], these findings show that SHS-induced liver steatosis in vivo is likely to progress and become pervasive. To further determine whether the SHS-induced liver steatosis persisted and/or intensified over prolonged periods of time, we measured fat accumulation in the liver of a subgroup of SHS-exposed mice undergone seven-month recovery in clean air (SHS^4m+7m recovery^). As shown in Figure 4A (lower panels), extended recovery in clean air resulted in progression of the induced liver steatosis in the SHS-exposed mice (SHS^4m+7m recovery^ *vs* SHS^4m^; *p* < 0.00001). The SHS-exposed mice undergone seven-month recovery also showed significantly higher levels of hepatic fat accumulation than age-matched control mice (SHS^4m+7m recovery^ vs. Control 2; *p* = 0.000114).

Ogrodnik et al. [39] have recently shown that cellular senescence drives age-dependent hepatic fat accumulation and steatosis through induction of mitochondrial dysfunction, which, in turn, reduces fat metabolism. Consistent with the findings of that study, we observed higher levels of fat accumulation in the liver of control older mice than younger mice (Control 2 vs. Control 1; *p* = 0.000508). Altogether our data indicate that in vivo exposure of mice to SHS not only initiates liver steatosis but also exacerbates age-dependent progression of hepatic fat deposition.

### 2.4. Histopathological Evaluation of Liver Injury in SHS-Exposed Mice

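Adipor2, a receptor for adiponectin, had a log2 difference of -0.56 in SHS4m mice (1434329_s_at, standard error 0.0697, n = 4 arrays per group, adjusted p = 0.00254 from limma). After recovery its difference from controls was -0.09 (adjusted p = 0.675). Its second probe set (1437864_at) had a difference of -1.23 in SHS4m mice (adjusted p = 0.0279), lost without any control replicate or SHS4m replicates 66, 68 or 69 (adjusted p up to 0.0752). After recovery this probe set differed by -1.02 (adjusted p = 0.101). Nr0b2, a nuclear receptor that represses bile acid synthesis, had a difference of -1.53 in SHS4m mice (standard error 0.271, adjusted p = 0.0122), and that after recovery was -0.92 (adjusted p = 0.142). Egr1, an immediate early transcription factor, had differences of -2.40 and -0.89 in SHS4m and recovery mice (adjusted p = 0.0699 and 0.675). The annotation used here gives no symbol for the Table 1 probe sets of ACOT1, ADORA1 and POR, so their names are those of Table 1. That of ACOT1 (1443147_at), a thioesterase of long-chain acyl-CoA, had differences of 0.18 and 4.05 (standard error 0.537, adjusted p = 0.983 and 0.00891), with 1 control array at the floor, and rose by 3.87 between the SHS groups (adjusted p = 0.00758). Its adjusted p in recovery mice was 0.0546 when only these 8 arrays were fitted. Another probe set, which the annotation assigns to Acot1 (1449065_at), had differences of -0.43 and 0.29 (adjusted p = 0.0914 and 0.381). The probe set of POR (1416933_at) rose by 2.14 and was 1.57 higher after recovery (standard error 0.147, adjusted p = 0.000253 and 0.00348). That of ADORA1 (1435495_at) rose by 1.85 in SHS4m mice (adjusted p = 0.000497), with a difference of 0.48 after recovery (adjusted p = 0.195).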

Several deregulated genes detected in our dataset (*ACOT1*, *ADIPOR2*, *ADORA1*, *EGR1*, *HMOX1*, *IL6R*, *LPIN1*, *NROB2*, and *POR*) are known to play a crucial role in liver inflammation (Table 1). Three genes in particular, ACOT1, ADIPOR2 and ADORA1, are associated with nonalcoholic steatohepatitis [40,41]. 

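Il6ra, which encodes the interleukin 6 receptor, rose 3.36-fold in SHS4m mice (1452416_at, log2 1.75, standard error 0.194, n = 4 arrays per group, adjusted p = 0.00144 from limma) and was 2.11-fold higher in recovery mice (log2 1.08, adjusted p = 0.0261). The latter call was lost without control replicates 1, 3 or 4 or recovery replicates 71 or 72 (adjusted p up to 0.0767) and when only these 8 arrays were fitted (adjusted p = 0.0986). A second probe set of Il6ra (1422270_a_at) had log2 differences of 0.72 and 0.02 (adjusted p = 0.171 and 1). In SHS4m mice this probe set passed when only the 8 arrays of SHS4m mice and controls were fitted (adjusted p = 0.0393). The signal of Il6 was at the floor on all 4 arrays of each SHS group and on 2 of 4 control arrays, so a rise below the floor could not be seen and only part of a fall could. The log2 difference was -0.18 in each group (adjusted p = 0.406 and 0.496).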

Deregulation of IL6, a potent pleiotropic cytokine, and the hepatic IL6 receptor (IL6R) are important contributors to the immune response and acute inflammation in vivo. To further investigate whether exposure to SHS predisposes mice to other forms of liver injury, including inflammation and/or fibrosis, paraffin-embedded liver sections from experimental and control mice were stained with H&E, Masson’s trichrome and Periodic Acid-Schiff (PAS) stain. As shown in Figure 4B and Figure 5, we observed a mild increase in lobular inflammation infiltrates and collagen deposition (blue areas) in the liver of SHS^4m^ and SHS^4m+1m recovery^ mice, as compared to control mice. Consistent with previous findings [25], a more pronounced phenotype manifested in the liver of mice post-recovery. Liver sections from SHS^4m+1m recovery^ mice showed a disrupted cord-like architecture with foci of necrosis, apoptosis, inflammation and macrovesicular steatosis (Figure 4B, panels c,f). A great variability in the size and nuclear morphology of hepatocytes was also observed in these mice (Figure 4B, panel f). Our data show that exposure to SHS is likely to induce early signs of inflammation and fibrosis, with effects that persist even after termination of exposure. Furthermore, the results obtained by histopathological examination are in good agreement with the gene expression data.

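Genes of the extracellular matrix and markers of immune cells were read as lists. Of 37 measured genes of extracellular matrix and fibrosis, 2 were higher and none lower in SHS4m mice (4 when adjusted over the list alone). The list was higher by camera (adjusted p = 0.034, or adjusted p = 0.427 with an estimated correlation), a call lost without control replicates 2 or 4 or SHS4m replicates 67 or 68 (adjusted p up to 0.116). Timp3, an inhibitor of matrix-degrading proteases, rose 2.11-fold (log2 1.08, standard error 0.148, n = 4 arrays per group, adjusted p = 0.00376 from limma). In recovery mice 1 was higher and 1 lower than in controls (2 and 1 over the list alone, adjusted p = 0.938). Against SHS4m mice the list was lower (adjusted p = 0.00996, or adjusted p = 0.317 with an estimated correlation), with 1 gene lower by limma (1 over the list alone). Of 17 markers of Kupffer cells and macrophages, 2 were higher and 2 lower in SHS4m mice (2 and 4 over the list alone, adjusted p = 0.145). At an unadjusted p under 0.05 it was 3 higher and 8 lower. Called members made up 23.5% of the list against 7.76% of other genes (odds ratio 3.66, Fisher's exact test, adjusted p = 0.0764). The scavenger receptors Marco and Cd163 rose by 1.90 and 0.57 in log2, and the lysozyme Lyz2 and the Kupffer cell lectin Clec4f had differences of -0.76 and -0.51 (adjusted p from 0.0099 to 0.0421). The call of Cd163 was lost without any 1 of the control or SHS4m replicates or recovery replicates 70 or 71 (adjusted p up to 0.106). None of 11 markers of recruited monocytes, 11 of neutrophils, 14 of T and NK cells, 10 of B and plasma cells and 14 of stellate cells was called by limma in SHS4m mice. At an unadjusted p under 0.05 the counts were 1 higher and 1 lower, none, 2 lower, 3 lower and 2 higher, in that order. Of these lists, that of B and plasma cells was lower in SHS4m mice (median -0.55, adjusted p = 0.0173 from camera, or 0.338 with an estimated correlation, and 0.0848 without control replicate 4). It was higher in recovery mice than in SHS4m mice (median 0.65, adjusted p = 0.000214, or adjusted p = 0.131 with an estimated correlation). In recovery mice no member of these 6 cell lists was called against controls by limma. The counts at an unadjusted p under 0.05 were 1 higher Kupffer cell marker, 1 lower marker of T and NK cells and 2 lower markers of stellate cells (adjusted p from 0.466 to 0.938 from camera).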

A recent study has shown that lack of liver glycogen causes hepatic insulin resistance and steatosis in mice [42]. To examine whether exposure to SHS affects glycogen metabolism, we also performed PAS staining on liver sections from SHS-exposed mice and controls, before and after recovery. As shown in Figure 5, liver tissues from SHS^4m^ mice displayed prominent loss of glycogen (*h*, *k*), while hepatocytes of SHS^4m+1m recovery^ mice and controls showed intense and extensive PAS-positive staining (i, *l*), indicative of glycogen accumulation. The divergent patterns of glycogen loss/buildup in the liver of SHS-exposed vs. control mice are consistent with body weight gains of the corresponding animals (Figure S2). Whilst mice in the control group gained body weight steadily throughout the sham-exposure and subsequent recovery, the mice in the experimental group showed a nearly flat pattern of body weight gain during the four-month SHS exposure. The SHS-exposed mice, however, started to re-gain weight immediately after the termination of exposure (Figure S2) [29]. In confirmation, we observed up-regulation of glycogen synthase 2 (Gys2) in the SHS^4+1m recovery^ mice relative to controls (Table S1), indicating that synthesis of glycogen is resumed following recovery in clean air.

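Gys2, the glycogen synthase of the liver, was 2.40-fold higher in recovery mice than in controls (1424815_at, log2 1.26, standard error 0.214, n = 4 arrays per group, adjusted p = 0.0209 from limma). In SHS4m mice its log2 difference from controls was 0.81 (adjusted p = 0.0617), and that between the SHS groups was 0.45 (adjusted p = 0.401). Of 23 measured genes of glycogen and glucose metabolism, 5 were higher and none lower in SHS4m mice (11 when adjusted over the list alone, adjusted p = 4.79e-07 from camera, or adjusted p = 0.0226 with an estimated correlation). In recovery mice 4 were higher (6 higher and 1 lower over the list alone, adjusted p = 0.000661, or adjusted p = 0.16 with an estimated correlation). Slc37a4, which carries glucose-6-phosphate to its phosphatase, rose by 1.52 in SHS4m mice and was 0.98 higher in recovery mice (standard error 0.149, adjusted p = 0.000796 and 0.014). Pcx, which starts gluconeogenesis from pyruvate, rose by 0.62 and was 0.50 higher (adjusted p = 0.00175 and 0.0114). Pck1, which catalyses the next step of gluconeogenesis, rose by 1.20 in SHS4m mice (adjusted p = 0.0126), with a difference of 0.56 after recovery (adjusted p = 0.27). Against SHS4m mice the list was lower in recovery mice (1 gene lower by limma, 3 over the list alone, adjusted p = 0.0317, or adjusted p = 0.291 with an estimated correlation). This call was lost without SHS4m replicates 66 or 67 or recovery replicates 71, 72 or 73 (adjusted p up to 0.0697). The call of Gys2 was lost without control replicates 3 or 4 or recovery replicates 71 or 72 (adjusted p up to 0.0577). When only these 8 arrays were fitted, its adjusted p was 0.0867, and in recovery mice that of Slc37a4 was 0.0717 and that of Pcx 0.0511. The array of recovery replicate 72, one of those that decide the call, had the high 3' to 5' ratio of actin.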

### 2.5. Validation of Genome-Wide Gene Expression Data by Reverse Transcription-Quantitative PCR (RT-qPCR)

To validate the genome-wide gene expression data, we randomly selected several up-regulated or down-regulated targets from the 153 gene list (Table 1), and quantified the expression level of each gene by standard Reverse Transcription Quantitative PCR (RT-qPCR). Mean normalized expression levels of all selected genes in the SHS-exposed mice, before and after recovery, relative to age-matched controls are shown in Figure 6A. Consistent with the microarray data, RT-qPCR analysis of total RNA from the liver of SHS-exposed mice pre-recovery showed a ~13-fold increase in relative expression level of the regulator of G-protein signaling 16 gene (*Rgs16*). The expression level of *Rgs16* continued to increase in the SHS-exposed mice after one-month recovery, reaching ~46 times higher than that in age-matched controls (Figure 6A). The regulator of G-protein signaling 16 gene (*Rgs16*) is a key determinant of lipid metabolism and biosynthesis [43]. RGS16 has been shown to induce hepatic steatosis by inhibiting G_i_/G_q_-mediated fatty acid oxidation. Transgenic mice specifically expressing RGS16 protein in their hepatocytes have shown to have elevated levels of triglycerides and accumulation of fat deposits in their liver compared to control littermates, while *Rgs16* knockout mice have displayed the opposite phenotype [43].

Likewise, over-expression of the *Lipin1* (*Lpin1*) gene, which plays a crucial role in liver metabolism [44,45], was confirmed in the SHS-exposed mice by RT-qPCR analysis. LPIN1 is a bi-functional protein with distinct roles in lipid metabolism, depending on its subcellular localization [46]. In the nucleus, *Lpin1* interacts with the peroxisome proliferator-activated receptor α (PPARα) and PPARγ coactivator 1α (PGC-1α) to modulate the expression of genes involved in mitochondrial fatty acid oxidation [44]. In the cytoplasm, LPIN1 functions as a Mg^2+^-dependent phosphatidate phosphatase enzyme that catalyzes the conversion of phosphatidate to diacylglycerol, a key step in the biosynthesis of triacylglycerol [45]. As shown in Figure 6A, the expression level of *Lpin1* was increased in the SHS-exposed mice pre-recovery (2.5-fold) and continued to rise after one month of recovery (~5-fold) relative to age-matched controls. Of significance, both *Rgs16* and *Lpin1* were identified by IPA^®^ analysis as part of a subset of molecules affecting liver steatosis in the SHS-exposed mice (Figure 2A).

We also confirmed over-expression of the metallothionein 1 (*Mt1*) gene in the SHS-exposed mice before and after one-month recovery (Figure 6A). *Mt1* and its isoform *Mt2* belong to a family of small cysteine-rich and heavy metal binding proteins, the metallothioneins (MTs), that are involved in protective stress responses [47]. Synthesis of MTs has been reported to significantly increase due to a variety of stimuli, including oxidative stress, cytotoxicity, irradiation, and DNA damage [47]. Furthermore, we detected SHS-induced up-regulation of the ubiquitin specific peptidase 2 (*Usp2*) gene and its downstream target, the period circadian clock 1 (*Per1*) gene, in the SHS-exposed mice vs. controls. The transcription levels of these two genes were significantly elevated in the SHS-exposed mice, both before and after one-month recovery, as compared to age-matched controls (Figure 6A).

Moreover, we verified the SHS-induced down-regulation of other functionally important genes. The hepatocyte nuclear factor 6 (*Hnf6/Onecut1*) is a member of the *one cut* family of transcription factors, which modulates expression of numerous genes required for hepatocyte function. *Hfn6* is known to be down-regulated during liver injury [48]. The elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3 (*Elovl3*) gene encodes a protein that plays a key role in elongation of long chain fatty acids, thus providing precursors for synthesis of sphingolipids and ceramides [49]. Down-regulation of *Onecut1* and *Elovl3* transcripts was confirmed in the SHS-exposed mice upon termination of exposure (0.20-fold and 0.17-fold, respectively) and remained persistent in the counterpart mice undergone one-month recovery in clean air (0.78-fold and 0.22-fold, respectively) (Figure 6A).

## 3. Discussion

First, we analyzed the hepatic transcriptome of SHS-exposed mice, pre- and post-recovery, using genome-wide gene expression analysis followed by functional network and molecular pathway analyses. As shown in Figure 1A and Table S1, SHS-exposure resulted in a significant transcriptomic response, with several hundred differentially expressed transcripts being detectable in the exposed mice immediately after treatment. One-month recovery in clean air only partially mitigated the SHS-induced transcriptional changes as the number of aberrant transcripts in the exposed mice undergone recovery remained substantially high (Figure 1A and Table S1). The persistent transcriptional changes in the SHS-exposed mice predominantly affected genes and functional networks involved in lipid metabolism and biosynthesis as well as in regulation of the endoplasmic reticulum where manufacturing of lipids occurs (Figure 2B, Figure S1 and Table 1). Of the common DEGs in the SHS-exposed mice pre- and post-recovery, 41% are known to modulate lipid metabolism, with 28% being specifically involved in the development of hepatic steatosis (Figure 2A and Table 1).

Upstream Regulator Analysis by IPA^®^ identified a complex network of eleven transcription factors and/or regulators (CHUK, IKBKG, IKBKB, SP1, STAT1, NFKBIA, FOXO3, NF-κB complex, RELA, NFKB1 and TP53) that are likely to account for the observed deregulation of lipid metabolism-specific genes and associated pathways in the SHS-exposed mice (Figure 3). This network includes NF-κB, whose activation in non-parenchymal cells is generally recognized to promote inflammation, fibrosis and hepatocarcinogenesis [37]. Of significance is also the predicted activation of TP53, a preferential target of DNA-damaging agents, such as tobacco smoke carcinogens [30,50,51], and a key regulator in fatty liver and insulin resistance [52]. TP53 interacts with the NK-kB complex, and crosstalk between the TP53 and NF-kB transcription factors has been shown to play a pivotal role in determining the cellular response to certain stimuli, e.g., DNA damage [53]. The predicted activation of TP53 is in accordance with the expression status of several downstream lipid targets found in the SHS-exposed mice, both before and after recovery in clean air (Figure 3).

A novel finding of our study is the SHS-induced up-regulation of *Rgs16* and *Lpin1*, two TP53 downstream effectors with crucial roles in lipid metabolism and liver steatosis (Figure 2A). RGS16 is known to be induced by doxorubicin in cells expressing wild-type p53 [54]. In normal lung fibroblasts, RGS16 is transcriptionally activated by exogenous expression of p53, either individually or in combination with retinoblastoma 1 [55]. TP53 can also up-regulate the expression of *Lpin1* via three p53 binding sites located on the first intron of the gene [56]. Whole body γ-irradiation of wild-type p53 mice, but not p53^−/−^ mice, has been shown to cause up-regulation of *Lpin 1* in several organs, with a pattern of expression resembling that of typical p53-responsive genes, including the *p21^WAF1^* gene [56]. In addition to being *bona fide* targets of p53, *Rgs16* and *Lpn1* contain potential sterol regulatory element (SRE) binding sites for SREBP-1, a key regulator of lipid metabolism under the negative control of AMPK [57].

A growing number of studies has shown a ‘noncanonical’ role for p53 in modulating lipid metabolism by either transcriptional regulation of target molecules involved in fatty acid synthesis and oxidation and lipid droplet formation or via direct protein-protein interactions [58,59,60,61]. Based on our results, we propose a model in which SHS induces TP53 via the DNA-damage response pathway, the ataxia–telangiectasia mutated/ataxia–telangiectasia and Rad3 related (ATM/ATR) kinase pathway). Active TP53, in turn, transcriptionally activates *Rgs16* and *Lpin1*, and most likely additional steatogenic genes in a tissue-specific context, ultimately leading to liver steatosis (Figure 6B). Alternatively, SHS can cause mutations in the *TP53* gene, and gain-of-function mutant forms of TP53 have been found to enhance fatty acid synthesis by inhibitory interaction with AMPKα, and consequent activation of SREBP-1 (Figure 6B) [60]. In turn, SREBP-1 can transcriptionally activate *Rgs16* and *Lpin1* through the SRE binding sites located on these genes. Yuan et al. have previously reported inactivation of AMPK and activation of SREBP-1c concurrent with hepatic lipid accumulation in mice fed with high-fat-diet and exposed to SHS [26]. Altogether, the deregulation of *Rgs16* and *Lpin1* in the SHS-exposed mice found in our study may provide novel insights into the interplay of carcinogen exposure, TP53-dependent response, and metabolic liver disease. Work in our laboratory is currently underway to further investigate the herein proposed model of SHS-induced hepatic steatosis via the TP53 pathway.

Lastly, the perturbation of key lipid genes in the SHS-exposed mice, which persisted after recovery in clean air, is highly consistent with the progressive accumulation of fat and other adverse histological changes observed in the liver of corresponding animals (Figure 4 and Figure 5). As shown in Figure 4A, the extent of fat accumulation in the liver of SHS-exposed mice progressively increased after recovery time in clean air (Figure 4A). Furthermore, SHS-exposed mice undergone recovery displayed more pronounced signs of liver injury, including disorganized lobular architecture, foci of inflammation, necrosis, and variable fibrosis (Figure 4B and Figure 5). One possible explanation for this observation is that the cascade of events triggered by exposure to SHS can further progress, even in the absence of SHS, and cause potentially irreversible liver injury. According to the ‘multiple-hit’ hypothesis, multiple events are required to promote NAFLD initiation and progression. Based on our results, SHS-induced disruption of lipid homeostasis with consequent steatosis may constitute the first hit. Additional factors (metabolic, environmental, genetic and/or epigenetic mechanisms) can further exacerbate liver injury mostly through modulation of pathways involved in mitochondrial dysfunction, oxidative stress, fatty acid biosynthesis, and inflammation, thus, leading to more severe forms of NAFLD. In other words, the first hit (SHS-induced liver steatosis) can increase the susceptibility to subsequent hits, and this could explain why we observed more pronounced effects in SHS^4m+1m recovery^ mice. Future follow up studies are needed to investigate the likelihood of the above scenarios in human populations.

## 4. Materials and Methods

### 4.1. Animal Care and Maintenance

This study was conducted in accordance with the recommendations described in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, and all efforts were made to minimize animal suffering [62]. The study was approved by the Institutional Animal Care and Use Committee (IACUC) of the City of Hope (Protocol Number: 09012, 07 January 2009). All mice were fed a standard diet consisting, at a caloric level, of 25% proteins, 13% fat, and 62% carbohydrates (PicoLab^®^ Rodent Diet 20, PMI Nutrition International, LLC., Brentwood, MO, USA). At all times, including the exposure phase and recovery period, the mice had access to food and water ad libitum.

### 4.2. Smoking Machine and SHS Exposure

The smoking machine and exposure protocol have been described in detail in [29,30]. Briefly, SHS was generated using a custom-made TE-10 smoking machine (Teague Enterprises, Woodland, CA, USA). The TE-10 smoking machine is a microprocessor-controlled unit that can generate mainstream smoke, sidestream smoke, or a combination of the two. The machine was programmed to burn 3R4F Reference Kentucky cigarettes (Tobacco Research Institute, University of Kentucky, Lexington, KY, USA), and produce a mixture of sidestream smoke (89%) and mainstream smoke (11%). This formulation is conventionally used to mimic SHS for in vivo exposure and is representative of the SHS inhaled by humans in real life [32,63,64].

At the outset, all experimental mice underwent an acclimatization period during which they were gradually exposed ‘whole body’ to incremental doses of SHS. Following the acclimatization period, the mice were maintained on a SHS exposure regimen, which included 5 h per day, 5 days per week, and four-month whole body exposure to SHS, produced by continuous burning of 7–9 cigarettes. The average concentrations of total suspended particulate (TSP) in the exposure chambers were 233.0 ±15.4 mg/m^3^ at any given time during the four-month SHS exposure. The respective average TSP concentrations correspond to SHS generated through continuous smoking of 8.0 ± 0.5 cigarettes, at any given time during the four-month SHS exposure [29].

We note that whole body smoke exposure in rodents may result in residual transdermal and gastrointestinal absorption of smoke particles consequent to grooming [30]. However, ‘nose-only’ exposure can cause stress and discomfort for the animals, which would be pronounced in long-term studies, such as the present one. Therefore, we chose whole body exposure of mice to SHS based on tolerability and practicality of this approach and its compatibility with our study design. In addition, whole body smoke exposure in mice recapitulates real-life human exposure to SHS [30].

### 4.3. Study Design

Adult male mice (6–8 weeks old), on a C57BL/6 genetic background, were randomly assigned to two groups, including (1) ‘experimental’ (SHS exposure) and (2) ‘control’ (sham-treatment in clean air). The experimental group was divided in two subgroups (5 mice per subgroup), including four-month SHS exposure (SHS^4m^) and four-month SHS exposure plus one-month recovery in clean air (SHS^4m+1m recovery^). Age-matched control mice were similarly subdivided in sham-treatment subgroups, with and without recovery (5 mice per subgroup). The sham-treated mice were exposed to filtered high-efficiency particulate air (HEPA) in lieu of SHS, as described previously [29,30,31,32]. At the end of all experiments, the SHS-exposed and control mice were euthanized by CO_2_ asphyxiation and various tissues and organs, including the liver, were harvested and kept at −80 °C until further analysis. We note that based on life span, four-month SHS exposure in mice is equivalent to approximately 12 years human exposure to SHS, which is a realistic and biologically relevant exposure scenario in real-life. In our previously published studies [29,30,31,32,65,66], we have also verified that four-month SHS exposure is sufficient to elicit significant genotoxic, epigenetic, and transcriptomic responses in various organs and tissues of male C57BL/6 mice. We have also confirmed that five mice per group are sufficient to yield, at a minimum, a study power of 1 − β = 80%, and statistically significant results at *p* < 0.05.

### 4.4. Genome-Wide Gene Expression Analysis

To construct the hepatic transcriptome in SHS-exposed mice, we used the GeneChip*^®^* Mouse Genome 430 2.0 Array (originally from Affymetrix Inc., Santa Clara, CA, USA; currently Thermo Fisher Scientific, Waltham, MA, USA). This microarray platform enables interrogation of over 39,000 transcripts and variants from more than 34,000 well-characterized mouse genes. Briefly, total RNA was isolated from liver tissues of SHS-exposed mice and controls, using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA). Synthesis of double-stranded cDNA from total RNA, fragmentation, hybridization, staining, and microarray scanning were performed according to the manufacturer’s instructions (Affymetrix Inc.). Quality control evaluation and processing and analysis of expression data were performed using the Affymetrix Expression Console™ software (Affymetrix Inc.). The Bioconductor package ‘ArrayTools’ was used to identify differentially expressed genes in experimental groups relative to controls, as described previously [67]. To establish gene expression trends within each experimental group, significant gene lists were examined by hierarchical clustering analysis and principal component analysis (PCA) using the Partek*^®^* Genomics Suite*^®^* software (Partek Incorporated, St. Louis, MO, USA). Raw microarray data have been deposited in the Gene Expression Omnibus database at NCBI (accession number: GSE139440; htttp://www.ncbi.nlm.nih.gov/geo/).

### 4.5. Gene Ontology and Canonical Pathways Analysis

Gene ontology (GO) analysis was performed using a combination of the Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Tool v.6.8 [68] and the Ingenuity*^®^* Pathway Analysis (IPA*^®^*) v.9 tool (QIAGEN Bioinformatics, Redwood City, CA, USA; www.qiagenbioinformatics.com). The Functional Clustering Analysis tool in DAVID was used to group together similar annotation terms for all categories, while functional identification of gene networks, canonical pathways, and upstream regulators was done by IPA*^®^*.

### 4.6. Histological Examination

For histological visualization of fat content and neutral triglycerides, we performed Oil Red O (ORO) staining on liver sections prepared from SHS-exposed mice and controls, according to a published protocol [69]. Bright-field images were captured with an Olympus microscope (Camera Model DP27, Tokyo, Japan), at several magnifications, using the CellSens Standard software (Olympus, Tokyo, Japan). Quantification of lipid droplets in the ORO-stained slides was achieved by measuring the area occupied by red pixels, in ImageJ software (https://imagej.nih.gov/ij/), as described previously [69].

Paraffin-embedded liver sections were stained with hematoxylin and eosin (H&E), Masson’s trichrome and Periodic Acid-Schiff (PAS) stain according to standard procedures [70,71]. Images were acquired with the Philips IntelliSite Pathology Solutions (PIPS) system.

### 4.7. Reverse Transcription Quantitative PCR (RT-qPCR)

For validation purposes, we used a standard RT-qPCR protocol [66] to determine the expression level of single up-regulated or down-regulated genes identified by microarray analysis. Detailed descriptions for RT-qPCR method are available in Supplementary Material.

## 5. Conclusions

We have demonstrated, for the first time, that subchronic exposure of mice to SHS, independently of diet, induces liver steatosis by modulating genes and functional pathways involved in lipid metabolism. Our findings underscore how an environmental carcinogen, such as SHS, in addition to cancer-causing effects, may contribute to other adverse health consequences, specifically metabolic liver disease.

## Figures and Tables

**Figure 1:**
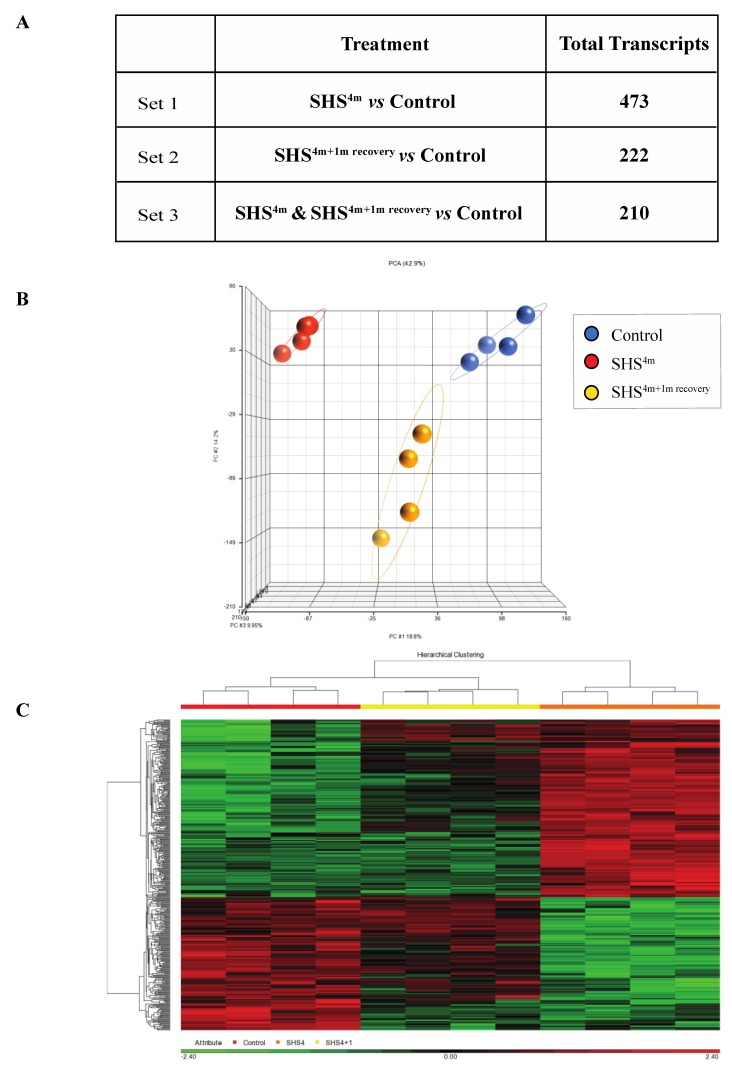
Global gene expression profiling in secondhand smoke (SHS)-exposed mice. (**A**) Differentially expressed transcripts identified in various contrast groups as compared to controls. (**B**) Principal component analysis (PCA) and (**C**) hierarchical clustering analysis by Partek^®^ GS^®^ confirmed clustering of the datasets from mice belonging to the same experimental or control group.

**Figure 2:**
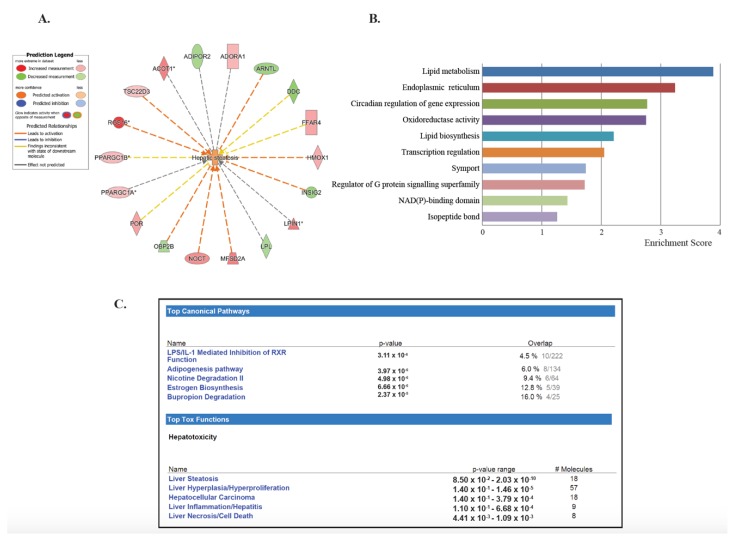
Gene-set enrichment analysis of deregulated genes in SHS-exposed mice. We performed gene ontology analysis on the 153 unique genes identified in SHS-exposed mice, before and after recovery, relative to controls. (**A**) Eighteen genes are specifically implicated in hepatic steatosis. Red and green nodes represent up-regulated and down-regulated genes, respectively. (**B**) The Functional Clustering Analysis tool in DAVID was used to group together redundant annotations. The top ten categories identified by DAVID, with a group enrichment score between 1.26 and 3.88 (*x*-axis), are listed on the *y*-axis. (**C**) The top canonical pathways and hepatotoxic functions were displayed along with the significance values and number of associated molecules and included, among others, liver steatosis, inflammation and necrosis.

**Figure 3:**
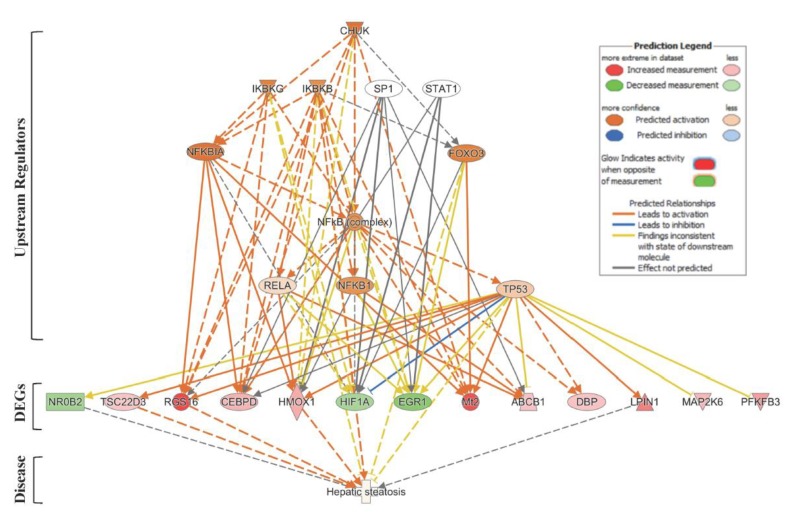
Upstream Regulator Analysis of lipid-specific genes in SHS-exposed mice. We used IPA^®^ Upstream Regulator Analysis to identify the upstream regulators that are likely to account for the aberrant expression of the 63 lipid-specific genes in SHS-exposed mice. Using IPA^®^ prediction analysis, we found that 25 out of the 63 lipid-specific genes are likely to be modulated by a complex network of eleven upstream regulators. For brevity, only gene targets regulated by TP53 are shown. Red molecule, up-regulation; green molecule, down-regulation. Solid and dotted lines indicate a direct or indirect relationship, respectively, between the upstream regulator and its target.

**Figure 4:**
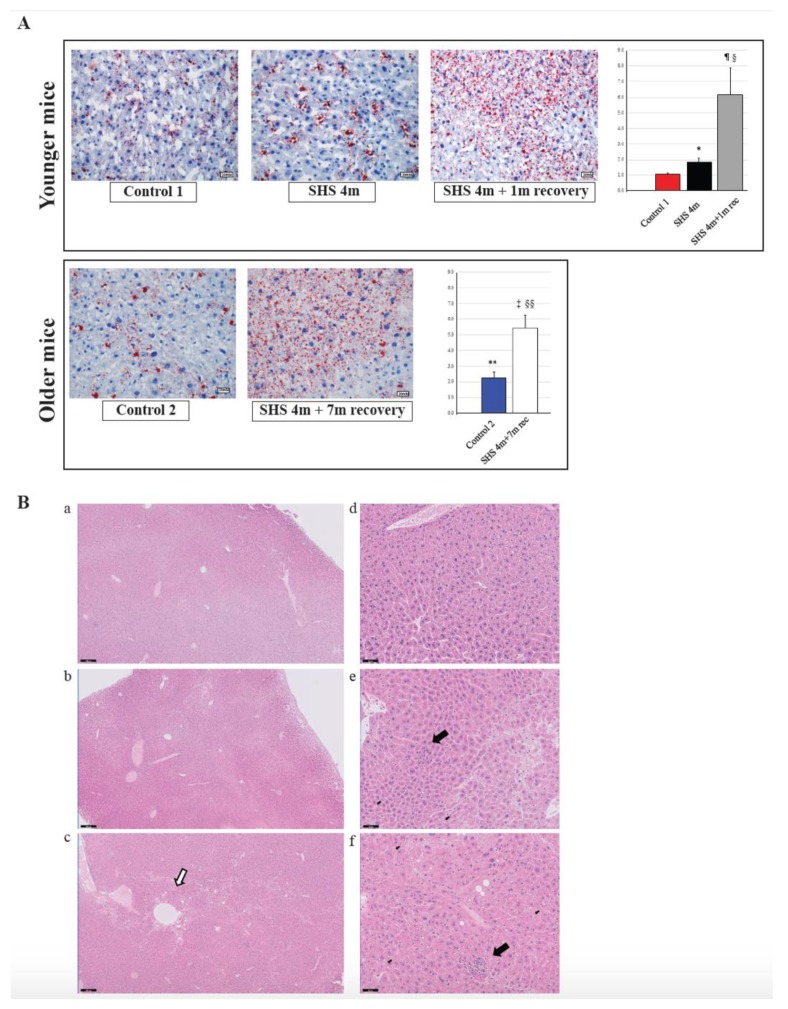
Evaluation of fat accumulation and liver injury in SHS-exposed mice. (**A**) Liver sections from SHS-exposed and control mice were stained with Oil Red O to detect neutral lipid accumulation (red droplets) within the hepatocytes. Microphotographs are shown at 400× original magnifications. Quantification of lipid droplets (graphs on the right) was performed on Oil Red O (ORO)-stained slides (*n* = 4–8) at 400X magnification by measuring the area occupied by red pixels in ImageJ software (https://imagej.nih.gov/ij/). * SHS^4m^ vs. Control 1: *p* = 0.000334; ^¶^ SHS^4m+1m recovery^ vs. Control 1: *p* = 0.000276; ^§^ SHS^4m+1m recovery^ vs. SHS^4m^: *p* = 0.000017; ^‡^ SHS^4m+7m recovery^ vs. Control 2: *p* = 0.000114; ^§§^ SHS^4m+7m recovery^ vs. SHS^4m^: *p* < 0.00001; ** Control 2 vs. Control 1: *p* = 0.000508. (**B**) Paraffin-embedded liver sections from experimental and control mice were stained with hematoxylin and eosin (H&E) to examine cell morphology and detect potential manifestations of liver injury. Representative microphotographs are shown at low (scale bar, 200 μM) and high magnifications (scale bar, 50 μM). Top panels (**a**,**d**), control mice; middle panels (**b**,**e**), SHS^4m^ mice; lower panels (**c**,**f**); SHS^4m+1m recovery^ mice. Small foci of inflammatory infiltrates and areas of necrosis were observed in the liver of SHS^4m^ and SHS^4m+1m recovery^ mice (panels **e**,**f**). SHS^4m+1m recovery^ mice exhibited a disrupted cord-like architecture and a great variability in the size and nuclear morphology of hepatocytes (panel **f**). The white arrow shows an area of pronounced liver steatosis. Big black arrows, foci of inflammation; small black arrows, apoptotic cells.

**Figure 5:**
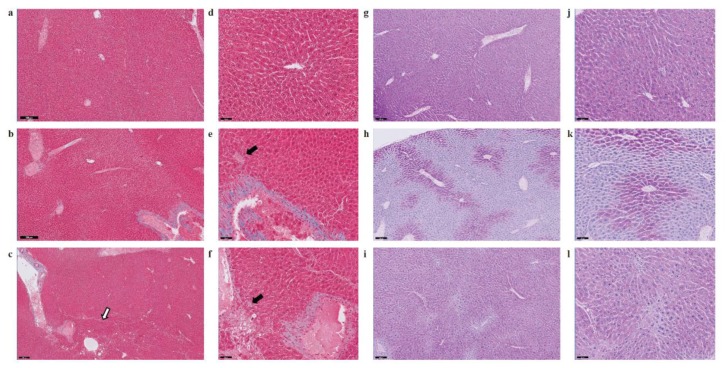
Evaluation of liver fibrosis and glycogen deposition in SHS-exposed mice. Paraffin-embedded liver sections from experimental and control mice were stained with Masson’s trichrome (**a**–**f**) and Periodic Acid-Schiff (PAS) stain (**g**–**l**) to evaluate fibrosis and glycogen deposition, respectively. Representative microphotographs are shown at low (scale bar, 200 μM) and high magnifications (scale bar, 50 μM). Panels **a**, **d**, **g**, **j**, control mice; panels **b**, **e**, **h**, **k**, SHS^4m^ mice; panels **c**, **f**, **i**, **l**, SHS^4m+1m recovery^ mice. Areas of mild liver fibrosis (blue areas) are increasingly observed in the experimental mice. The white arrow shows an area of pronounced liver steatosis. Black arrows indicated parenchymal invasion of collagen fibers. Prominent loss of glycogen was observed in the liver of SHS^4m^ mice, while SHS^4m+1m recovery^ mice and controls show intense and extensive PAS-positive staining.

**Figure 6:**
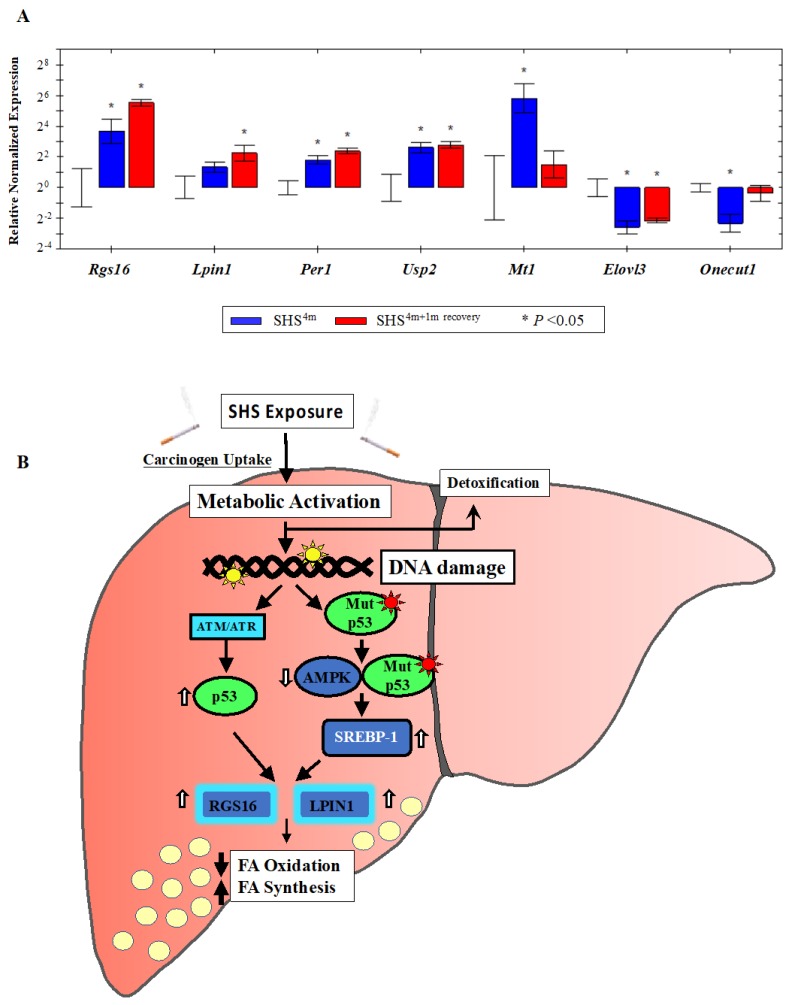
Gene validation by Reverse Transcription Quantitative PCR (RT-qPCR) and proposed model. (**A**) The expression status of individual gene targets identified by microarray analysis was examined by RT-qPCR. Bars represent the mean normalized gene expression (±SE) in SHS-exposed mice, before recovery (in blue) and after recovery (in red) relative to controls. All reactions (5 samples per experimental and control group) were performed in triplicate for a total of 15 reactions per biological set. Data were normalized using the endogenous housekeeping gene, glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), as reference. (**B**) Proposed model of SHS-induced hepatic fat accumulation through the involvement of wild-type p53 and/or gain-of-function p53 mutants. Vertical white arrows indicate up-regulation or down-regulation of target molecules; vertical black arrows show decrease in fatty acid (FA) oxidation or increase in fatty acid (FA) synthesis (see, text).

**Table 1:** List of differentially expressed genes (*n* = 153) identified in the liver of SHS-exposed mice, both before and after recovery time, relative to controls.

Expression ^1^ Log Ratio	ID	D ^2^	Symbol ^3^	Entrez Gene Name	Location
3.543	1426037_a_at	D	RGS16 *	regulator of G-protein signaling 16	Cytoplasm
3.466	1422557_s_at	D	***Mt1***	metallothionein 1	Cytoplasm
3.26	1428942_at		***Mt2***	metallothionein 2	Other
3.245	1417168_a_at	D	*USP2*	ubiquitin specific peptidase 2	Cytoplasm
2.943	1422257_s_at	D	***CYP2B6***	cytochrome P450 family 2 subfamily B member 6	Cytoplasm
2.387	1442025_a_at	D	***ZBTB16***	zinc finger and BTB domain containing 16	Nucleus
2.265	1418288_at	D	LPIN1 *	lipin 1	Nucleus
2.221	1427747_a_at		***LCN2***	lipocalin 2	Extracellular Space
2.174	1428223_at		MFSD2A *	major facilitator superfamily domain containing 2A	Plasma Membrane
2.168	1443147_at	D	ACOT1 *	acyl-CoA thioesterase 1	Cytoplasm
2.095	1416125_at		*FKBP5*	FK506 binding protein 5	Nucleus
1.956	1435188_at		*CIART*	circadian associated repressor of transcription	Nucleus
1.933	1425837_a_at		NOCT *	nocturnin	Nucleus
1.922	1451190_a_at	D	*SBK1*	SH3 domain binding kinase 1	Other
1.87	1428923_at		***PPP1R3G***	protein phosphatase 1 regulatory subunit 3G	Cytoplasm
1.864	1451548_at	D	*UPP2*	uridine phosphorylase 2	Cytoplasm
1.774	1460241_a_at	D	***ST3GAL5***	ST3 beta-galactoside alpha-2,3-sialyltransferase 5	Cytoplasm
1.759	1419590_at		*Cyp2b13/Cyp2b9*	cytochrome P450, family 2, subfamily b, polypeptide 9	Cytoplasm
1.707	1416432_at		***PFKFB3***	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3	Cytoplasm
1.61	1429144_at	D	*GPCPD1*	glycerophosphocholine phosphodiesterase 1	Cytoplasm
1.598	1434437_x_at	D	*RRM2*	ribonucleotide reductase regulatory subunit M2	Nucleus
1.594	1416933_at		POR *	cytochrome p450 oxidoreductase	Cytoplasm
1.542	1439489_at		FFAR4 *	free fatty acid receptor 4	Plasma Membrane
1.542	1448162_at		***VCAM1***	vascular cell adhesion molecule 1	Plasma Membrane
1.523	1429206_at		*RHOBTB1*	Rho related BTB domain containing 1	Other
1.518	1453023_at		*ANKHD1/ANKHD1-EIF4EBP3*	ankyrin repeat and KH domain containing 1	Other
1.493	1434473_at		*SLC16A5*	solute carrier family 16 member 5	Plasma Membrane
1.492	1417761_at	D	***APOA4***	apolipoprotein A4	Extracellular Space
1.469	1417602_at		***PER2***	period circadian clock 2	Nucleus
1.45	1425824_a_at		*PCSK4*	proprotein convertase subtilisin/kexin type 4	Extracellular Space
1.437	1448239_at		HMOX1 *	heme oxygenase 1	Cytoplasm
1.433	1452416_at		*IL6R*	interleukin 6 receptor	Plasma Membrane
1.418	1427473_at		*Gstm3*	glutathione S-transferase, mu 3	Cytoplasm
1.403	1449851_at		***PER1***	period circadian clock 1	Nucleus
1.38	1417904_at		*DCLRE1A*	DNA cross-link repair 1A	Nucleus
1.336	1450505_a_at	D	*FAM134B*	family with sequence similarity 134, member B	Cytoplasm
1.334	1440840_at		*SLC16A7*	solute carrier family 16 member 7	Plasma Membrane
1.302	1423233_at		***CEBPD***	CCAAT/enhancer binding protein delta	Nucleus
1.296	1416773_at		*WEE1*	WEE1 G2 checkpoint kinase	Nucleus
1.279	1435459_at	D	*FMO2*	flavin containing monooxygenase 2	Cytoplasm
1.279	1426452_a_at		*RAB30*	RAB30, member RAS oncogene family	Cytoplasm
1.268	1421681_at	D	*NRG4*	neuregulin 4	Extracellular Space
1.259	1435495_at		ADORA1 *	adenosine A1 receptor	Plasma Membrane
1.251	1426850_a_at		***MAP2K6***	mitogen-activated protein kinase kinase 6	Cytoplasm
1.247	1421852_at		*KCNK5*	potassium two pore domain channel subfamily K member 5	Plasma Membrane
1.246	1443870_at		***ABCC4***	ATP binding cassette subfamily C member 4	Plasma Membrane
1.242	1422230_s_at		***CYP2A6 (includes others)***	cytochrome P450 family 2 subfamily A member 6	Cytoplasm
1.239	1458442_at		*AI132709*	expressed sequence AI132709	Other
1.238	1424175_at		***TEF***	TEF, PAR bZIP transcription factor	Nucleus
1.231	1424744_at		*SDS*	serine dehydratase	Cytoplasm
1.213	1434292_at		*Snhg11*	small nucleolar RNA host gene 11	Other
1.212	1418780_at		***CYP39A1***	cytochrome P450 family 39 subfamily A member 1	Cytoplasm
1.207	1453410_at		***ANGPTL4***	angiopoietin like 4	Extracellular Space
1.199	1456156_at		***LEPR***	leptin receptor	Plasma Membrane
1.198	1449565_at		***Cyp2g1***	cytochrome P450, family 2, subfamily g, polypeptide 1	Cytoplasm
1.198	1449498_at		*MARCO*	macrophage receptor with collagenous structure	Plasma Membrane
1.197	1428352_at		*ARRDC2*	arrestin domain containing 2	Other
1.185	1418595_at		*PLIN4*	perilipin 4	Cytoplasm
1.178	1417042_at		***SLC37A4***	solute carrier family 37 member 4	Cytoplasm
1.169	1426980_s_at		*EPOP*	elongin BC and polycomb repressive complex 2 associated protein	Other
1.164	1445574_at	D	PPARGC1B *	PPARG coactivator 1 beta	Nucleus
1.162	1429809_at		*TMTC2*	transmembrane and tetratricopeptide repeat containing 2	Cytoplasm
1.152	1455958_s_at		*PPTC7*	PTC7 protein phosphatase homolog	Cytoplasm
1.151	1431339_a_at	D	*EFHD2*	EF-hand domain family member D2	Other
1.142	1428512_at		*BHLHB9*	basic helix-loop-helix domain containing, class B, 9	Cytoplasm
1.141	1455002_at	D	*PTP4A1*	protein tyrosine phosphatase type IVA, member 1	Cytoplasm
1.133	1428926_at	D	*FBXO31*	F-box protein 31	Extracellular Space
1.123	1416286_at		***RGS4***	regulator of G-protein signaling 4	Cytoplasm
1.115	1432543_a_at		*KLF13*	Kruppel like factor 13	Nucleus
1.111	1434456_at		*RUNDC3B*	RUN domain containing 3B	Other
1.108	1435860_at		*SLC5A6*	solute carrier family 5 member 6	Plasma Membrane
1.102	1427912_at		*CBR3*	carbonyl reductase 3	Cytoplasm
1.098	1456395_at	D	PPARGC1A *	PPARG coactivator 1 alpha	Nucleus
1.091	1454799_at		***GPAT3***	glycerol-3-phosphate acyltransferase 3	Cytoplasm
1.047	1419758_at		***ABCB1***	ATP binding cassette subfamily B member 1	Plasma Membrane
1.04	1423627_at		***NQO1***	NAD(P)H quinone dehydrogenase 1	Cytoplasm
1.036	1438211_s_at		***DBP***	D-box binding PAR bZIP transcription factor	Nucleus
1.032	1424815_at		*GYS2*	glycogen synthase 2	Cytoplasm
1.021	1448568_a_at		*SLC20A1*	solute carrier family 20 member 1	Plasma Membrane
1.007	1428487_s_at	D	*COQ10B*	coenzyme Q10B	Cytoplasm
1.007	1420772_a_at		TSC22D3 *	TSC22 domain family member 3	Nucleus
1.006	1433816_at		*SLC25A51*	solute carrier family 25 member 51	Cytoplasm
−1.003	1439377_x_at		*CDC20*	cell division cycle 20	Nucleus
−1.006	1455293_at		*LEO1*	LEO1 homolog, Paf1/RNA polymerase II complex component	Nucleus
−1.008	1431056_a_at		LPL *	lipoprotein lipase	Cytoplasm
−1.013	1450010_at		***HSD17B12***	hydroxysteroid 17-beta dehydrogenase 12	Cytoplasm
−1.022	1417292_at		*Ifi47*	interferon gamma inducible protein 47	Cytoplasm
−1.022	1417792_at		*ZNF638*	zinc finger protein 638	Nucleus
−1.027	1452445_at		*SLC41A2*	solute carrier family 41 member 2	Plasma Membrane
−1.036	1448986_x_at		*DNASE2*	deoxyribonuclease 2, lysosomal	Cytoplasm
−1.037	1436931_at		*RFX4*	regulatory factor X4	Nucleus
−1.039	1450035_a_at	D	*PRPF40A*	pre-mRNA processing factor 40 homolog A	Nucleus
−1.04	1428022_at		OBP2B *	odorant binding protein 2B	Extracellular Space
−1.042	1427356_at		*FAM89A*	family with sequence similarity 89 member A	Other
−1.042	1424033_at		*SRSF7*	serine and arginine rich splicing factor 7	Nucleus
−1.043	1457758_at		*ENY2*	ENY2, transcription and export complex 2 subunit	Nucleus
−1.045	1416403_at		***ABCB10***	ATP binding cassette subfamily B member 10	Cytoplasm
−1.047	1450846_at		*BZW1*	basic leucine zipper and W2 domains 1	Cytoplasm
−1.048	1438713_at		*RASSF8*	Ras association domain family member 8	Extracellular Space
−1.051	1433515_s_at	D	***ETNK1***	ethanolamine kinase 1	Cytoplasm
−1.057	1437864_at		ADIPOR2 *	adiponectin receptor 2	Plasma Membrane
−1.057	1451122_at	D	***IDI1***	isopentenyl-diphosphate delta isomerase 1	Cytoplasm
−1.061	1425206_a_at		*UBE3A*	ubiquitin protein ligase E3A	Nucleus
−1.073	1420379_at		***Slco1a1***	solute carrier organic anion transporter family, member 1a1	Plasma Membrane
−1.077	1448183_a_at		***HIF1A***	hypoxia inducible factor 1 alpha subunit	Nucleus
−1.085	1452030_a_at		*HNRNPR*	heterogeneous nuclear ribonucleoprotein R	Nucleus
−1.085	1428372_at		*ST5*	suppression of tumorigenicity 5	Cytoplasm
−1.086	1450484_a_at		*CMPK2*	cytidine/uridine monophosphate kinase 2	Cytoplasm
−1.091	1431024_a_at		*ARID4B*	AT-rich interaction domain 4B	Nucleus
−1.108	1417832_at		*SMC1A*	structural maintenance of chromosomes 1A	Nucleus
−1.109	1424842_a_at		*ARHGAP24*	Rho GTPase activating protein 24	Cytoplasm
−1.11	1455324_at	D	*PLCXD2*	phosphatidylinositol specific phospholipase C X domain containing 2	Other
−1.12	1426458_at		*SLMAP*	sarcolemma associated protein	Plasma Membrane
−1.128	1438269_at		*ZBTB38*	zinc finger and BTB domain containing 38	Nucleus
−1.131	1449931_at		*CPEB4*	cytoplasmic polyadenylation element binding protein 4	Plasma Membrane
−1.136	1442537_at		*CYP2U1*	cytochrome P450 family 2 subfamily U member 1	Cytoplasm
−1.158	1449854_at		***NR0B2***	nuclear receptor subfamily 0 group B member 2	Nucleus
−1.16	1427574_s_at		*SH3D19*	SH3 domain containing 19	Plasma Membrane
−1.165	1435775_at		***CLOCK***	clock circadian regulator	Nucleus
−1.169	1429772_at	D	*PLXNA2*	plexin A2	Plasma Membrane
−1.171	1437932_a_at		*CLDN1*	claudin 1	Plasma Membrane
−1.172	1423325_at		*PNN*	pinin, desmosome associated protein	Plasma Membrane
−1.18	1447927_at	D	*GBP6*	guanylate binding protein family member 6	Cytoplasm
−1.205	1425099_a_at		ARNTL *	aryl hydrocarbon receptor nuclear translocator like	Nucleus
−1.208	1444512_at		*ARHGAP29*	Rho GTPase activating protein 29	Cytoplasm
−1.238	1442367_at		***ATP11C***	ATPase phospholipid transporting 11C	Plasma Membrane
−1.27	1417982_at		INSIG2 *	insulin induced gene 2	Cytoplasm
−1.275	1427513_at		*BC024137*	cDNA sequence BC024137	Other
−1.276	1430896_s_at		***NUDT7***	nudix hydrolase 7	Cytoplasm
−1.289	1450090_at		*Zfp101*	zinc finger protein 101	Nucleus
−1.295	1449514_at		***GRK5***	G protein-coupled receptor kinase 5	Plasma Membrane
−1.325	1421092_at		***SERPINA12***	serpin family A member 12	Cytoplasm
−1.343	1423571_at		***S1PR1***	sphingosine-1-phosphate receptor 1	Plasma Membrane
−1.346	1420531_at		***Hsd3b4 (includes others)***	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 4	Cytoplasm
−1.354	1422769_at	D	*SYNCRIP*	synaptotagmin binding cytoplasmic RNA interacting protein	Nucleus
−1.379	1437581_at		*ZNF800*	zinc finger protein 800	Other
−1.395	1430785_at	D	*SDR9C7*	short chain dehydrogenase/reductase family 9C member 7	Other
−1.402	1426215_at		DDC *	dopa decarboxylase	Cytoplasm
−1.405	1426645_at		*HSP90AA1*	heat shock protein 90 alpha family class A member 1	Cytoplasm
−1.434	1433446_at	D	*HMGCS1*	3-hydroxy-3-methylglutaryl-CoA synthase 1	Cytoplasm
−1.472	1423397_at		*UGT2B28*	UDP glucuronosyltransferase family 2, member B28	Cytoplasm
−1.482	1424709_at	D	***SC5D***	sterol-C5-desaturase	Cytoplasm
−1.509	1450264_a_at		***CHKA***	choline kinase alpha	Cytoplasm
−1.554	1438751_at		*SLC30A10*	solute carrier family 30 member 10	Other
−1.573	1417065_at		***EGR1***	early growth response 1	Nucleus
−1.58	1433944_at		*HECTD2*	HECT domain E3 ubiquitin protein ligase 2	Cytoplasm
−1.622	1431817_at		*Adh6-ps1*	alcohol dehydrogenase 6 (class V), pseudogene 1	Other
−1.663	1439300_at	D	*CHIC1*	cysteine rich hydrophobic domain 1	Plasma Membrane
−1.666	1427347_s_at	D	*TUBB2A*	tubulin beta 2A class IIa	Cytoplasm
−1.692	1450018_s_at	D	*SLC25A30*	solute carrier family 25 member 30	Cytoplasm
−1.896	1448092_x_at	D	*Serpina4-ps1*	serine (or cysteine) peptidase inhibitor, clade A, member 4, pseudogene 1	Other
−2.034	1420722_at		***ELOVL3***	ELOVL fatty acid elongase 3	Cytoplasm
−2.382	1421447_at	D	***ONECUT1***	one cut homeobox 1	Nucleus

^1^ A “positive” (+) fold ratio indicates up-regulation while a “negative” (−) fold ratio indicates down-regulation; ^2^ D, duplicate transcripts were identified for that gene; ^3^ genes involved in lipid metabolism (*n* = 63) are indicated in bold. The asterisk (*) marks genes known to play a role in liver steatosis.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/4/1296/s1.

## Abbreviations

AMPK	AMP-activated kinase
APR	Acute Phase Response
CHUK	Component of inhibitor of nuclear factor kappa B kinase complex
DAVID	Database for Annotation, Visualization and Integrated Discovery
DEGs	Differentially expressed genes
*Elovl3*	Elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3
FOXO3	Forkhead box O3
GO	Gene Ontology
*Gapdh*	Glyceraldehyde-3-phosphate dehydrogenase
H&E	hematoxylin and eosin
*Hmox1*	Heme oxygenase 1
*Hnf6/Onecut1*	Hepatocyte nuclear factor 6
HEPA	High-efficiency particulate air
IPA	Ingenuity Pathway Analysis
IKBKB	Inhibitor of nuclear factor kappa B kinase subunit beta
IKBKG	Inhibitor of nuclear factor kappa B kinase regulatory subunit gamma
IACUC	Institutional Animal Care and Use Committee
IGF	Insulin-like growth factor
IL-1	interleukin-1
*Lpin1*	Lipin 1
LPS	lipopolysaccharide
NAFLD	Non-alcoholic fatty liver disease
MTs	Metallothioneins
*Mt1*	Metallothionein 1
NFKBIA	NFKB inhibitor alpha
NF-κB	Nuclear factor kappa B
NFKB1	Nuclear factor kappa B subunit 1
ORO	Oil Red O
PAS	Periodic Acid-Schiff
PCA	principal component analysis
PPARα	Peroxisome proliferator-activated receptor α
PGC-1α	PPARγ coactivator 1α
RELA	RELA proto-oncogene
RXR	NF-κB subunit Retinoid X Receptor
*Per1*	Period circadian clock 1
SHS	Secondhand smoke
ROS	Reactive oxygen species
*Rgs16*	Regulator of G-protein signaling 16
RT-qPCR	Reverse transcription quantitative polymerase chain reaction
SP1	Sp1 transcription factor
STAT1	Signal transducer and activator of transcription 1
SREBPs	Sterol regulatory elements binding sites for proteins
SREBP-1c	Sterol regulatory element binding protein-1c
TSP	Total suspended particulate
*Tsc22d3*	TSC22 domain family, member 3
TP53	Tumor protein p53
*Usp2*	Ubiquitin specific peptidase 2

# Supplementary material for: Secondhand Smoke Induces Liver Steatosis through Deregulation of Genes Involved in Hepatic Lipid Metabolism
**Source:** Int J Mol Sci. 2020 Feb 14;21(4):1296. doi: 10.3390/ijms21041296
**Supplement:** Supplementary file 1

## **SUPPORTING DOCUMENTS**

**Manuscript title:** *Secondhand smoke induces liver steatosis through deregulation of genes involved in hepatic lipid metabolism*

**Authors:** Stella Tommasi, Jae-In Yoon, and Ahmad Besaratinia

### **Content:**

- Supplemental Materials
- Supplemental Figure Legends
- Supplemental Figure 1 and Figure 2
- Supplemental Table 1

## **SUPPLEMENTAL MATERIALS**

### **Genome-wide gene expression analysis**

To construct the hepatic transcriptome in SHS-exposed mice, we used the GeneChip® Mouse Genome 430 2.0 Array (originally from Affymetrix Inc., Santa Clara, CA; currently Thermo Fisher Scientific, Waltham, MA). This microarray platform enables interrogation of over 39,000 transcripts and variants from more than 34,000 well-characterized mouse genes. Briefly, total RNA was isolated from mouse liver tissues using the RNeasy Mini Kit (Qiagen, Valencia, CA). Before microarray analysis, RNA samples were checked for quality control using the RNA 6000 Nano Chip kit in an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Synthesis of double-stranded cDNA from total RNA, fragmentation, hybridization, staining, and microarray scanning were performed according to the manufacturer's instructions. Quality control evaluation, processing and analysis of the gene expression data was performed using the Affymetrix Expression Console™ software (Affymetrix Inc.). The Bioconductor package 'ArrayTools' was then used to identify differentially expressed genes between various experimental groups as compared to non-treated control, based on a cutoff P value of <0.05, and a two-fold change in the level of expression. To establish gene expression trends within each experimental group as well as across all groups, significant gene lists were examined by hierarchical clustering analysis and principal component analysis (PCA) using the Partek® Genomics Suite® software (Partek Incorporated, St. Louis, MO).

### **Reverse transcription quantitative PCR (RT-qPCR)**

Total RNA (0.5 µg) from mouse liver was treated with DNase I and reverse transcribed into cDNA using the iScript™ Reverse Transcription Supermix (Bio-Rad laboratories, Inc., Hercules, CA).

The synthesized cDNA (10 ng) was then PCR amplified using gene-specific primers and the SsoAdvanced™ Universal SYBR® Green Supermix (Bio-Rad laboratories, Inc., Hercules, CA). The mouse glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) was used as a reference gene. All PCR reactions were carried out using the CFX96 Touch™ Real-Time PCR detection system (Bio-Rad Laboratories, Hercules, CA). The cycling conditions included a pre-incubation step at 95°C for 2 minutes, followed by forty cycles at 95°C for 5 seconds and 58°C for 30 seconds. All reactions (5 samples per group) were performed in triplicate for a total of 15 reactions per biological set. Fold changes in the transcript levels were calculated in the biological sets (i.e., experimental versus control) using the Bio-Rad CFX Maestro™ software (Bio-Rad Laboratories, Hercules, CA). The primer sets used for RT-qPCR are available upon request.

## **SUPPLEMENTAL FIGURE LEGENDS**

**Supplemental Figure 1. Functional network analysis of aberrantly expressed genes in SHS exposed mice.** The 153-gene list was imported into IPA® software and functional network analysis was performed. The top impacted networks are illustrated and show extensive involvement of genes relevant to lipid metabolism and biosynthesis. Other relevant gene networks included molecules implicated in behavior and nervous system development and function, cell death and survival, drug metabolism and small molecule biochemistry. Red and green nodes represent upregulated and down-regulated genes, respectively. The intensity of the red and green color indicates the level of up-regulation and down-regulation, respectively. White nodes show molecules that are not included in the datasets but interact with other components of the network. Solid and dotted lines indicate a direct or indirect relationship, respectively, among molecules.

**Supplemental Figure 2. Chart of mice body weights.** (A) Control mice (sham-exposure in clean air). (B) 4-month SHS-exposed mice, during treatment and after recovery time in clean air. Results are expressed as medians + 95% CIs.

## **Network 1:** Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism

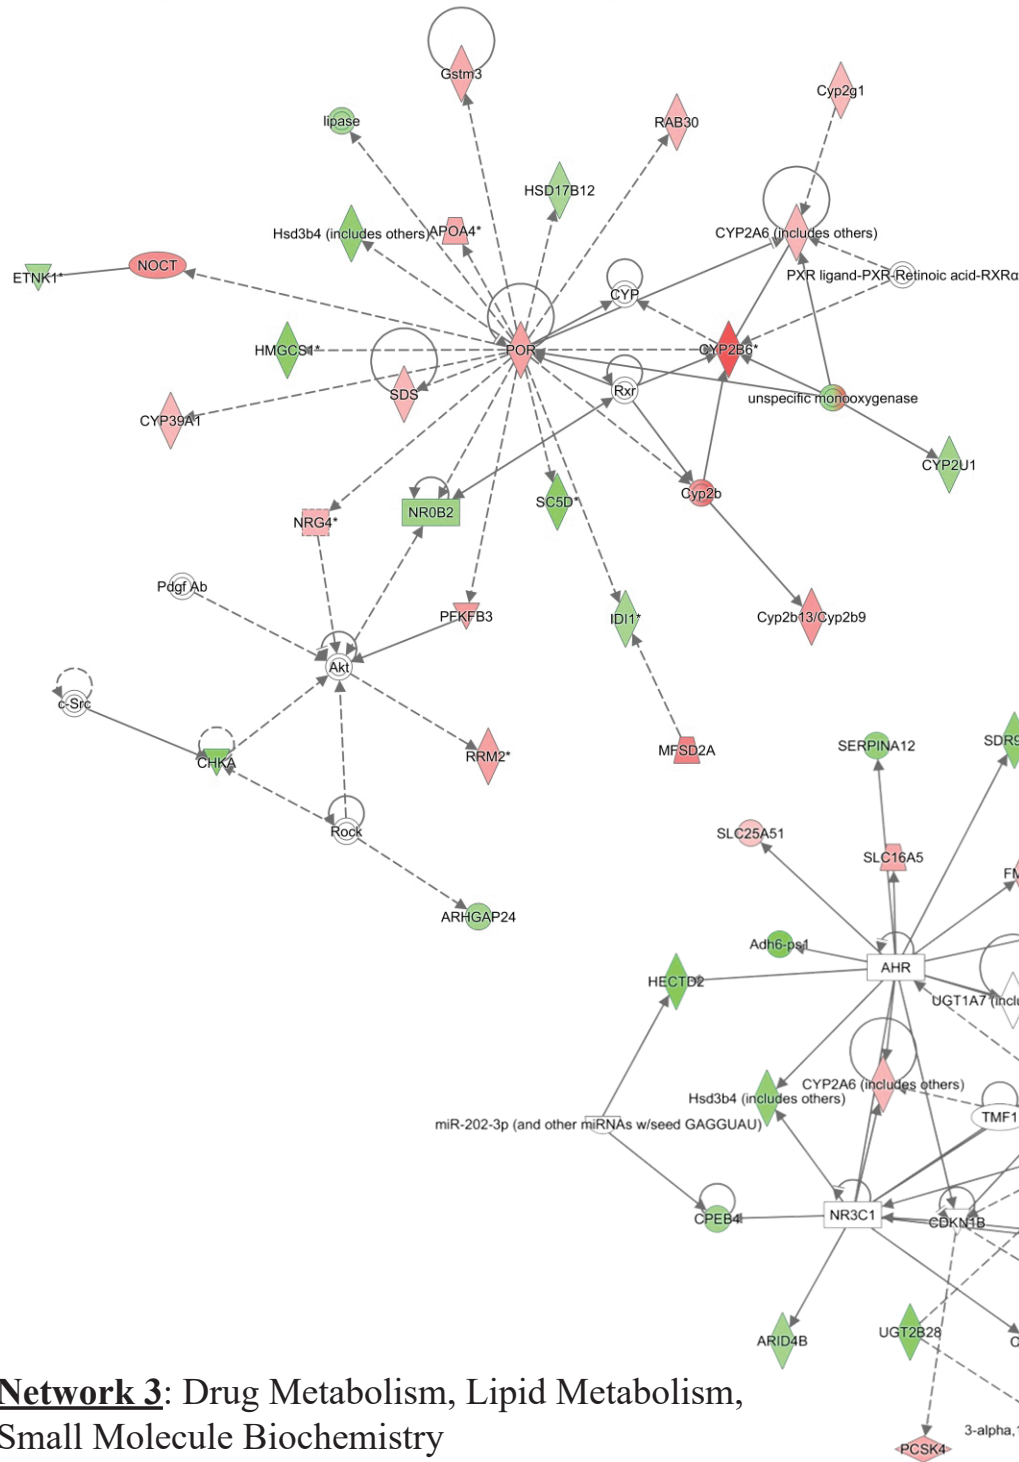

**Network 2:** Behavior, Nervous System Development and Function, Cell Death and Survival

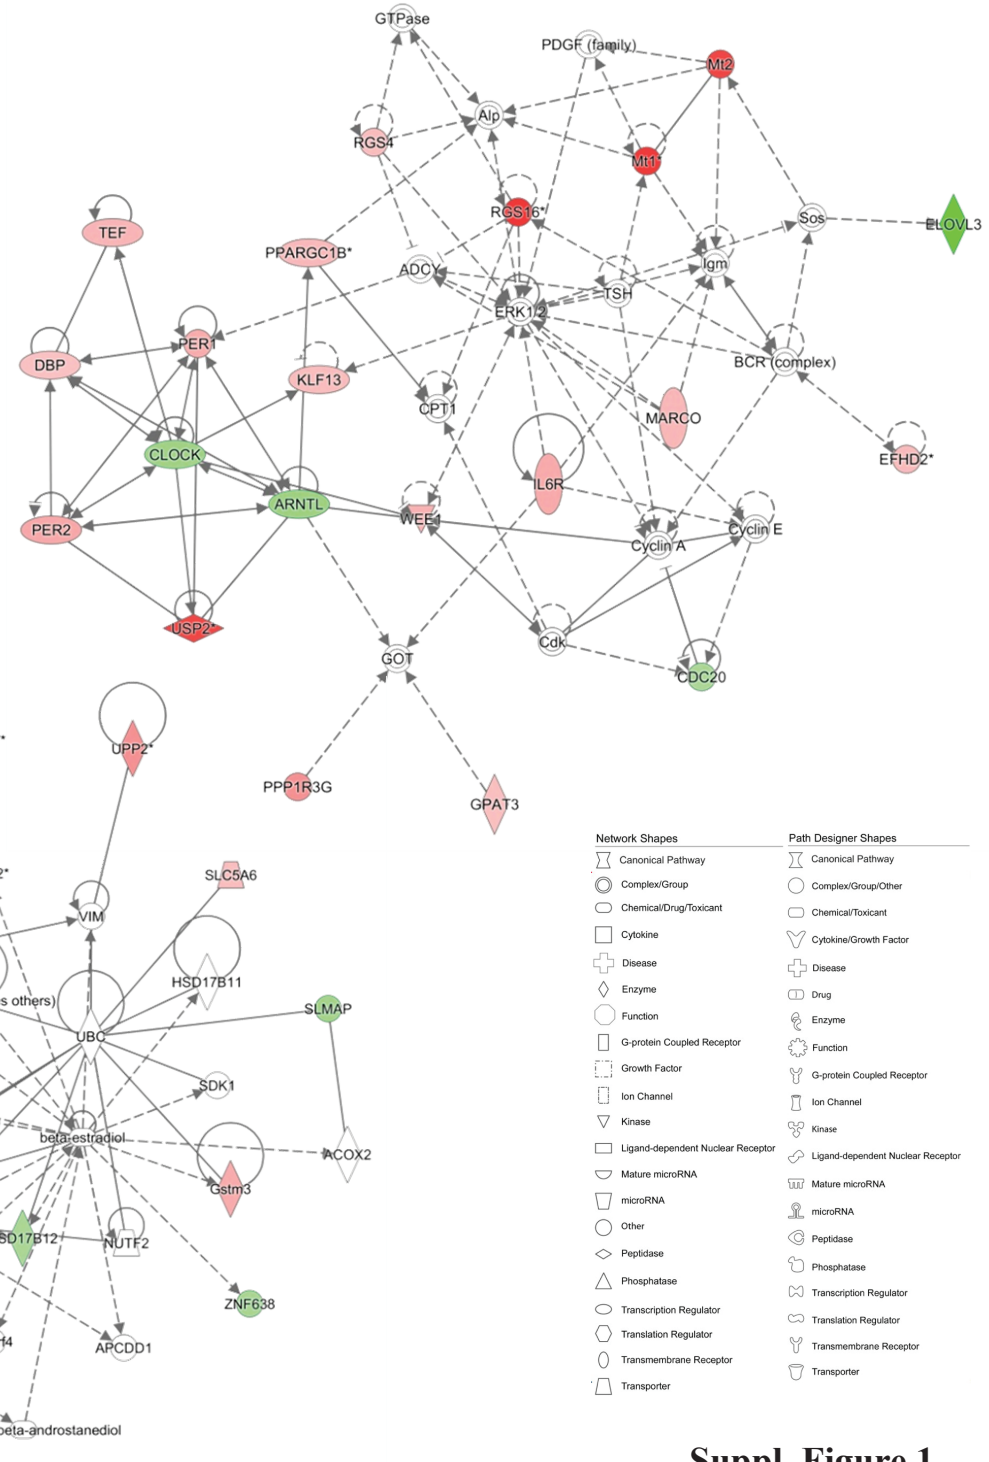

### **Network 3:** Drug Metabolism, Lipid Metabolism, Small Molecule Biochemistry

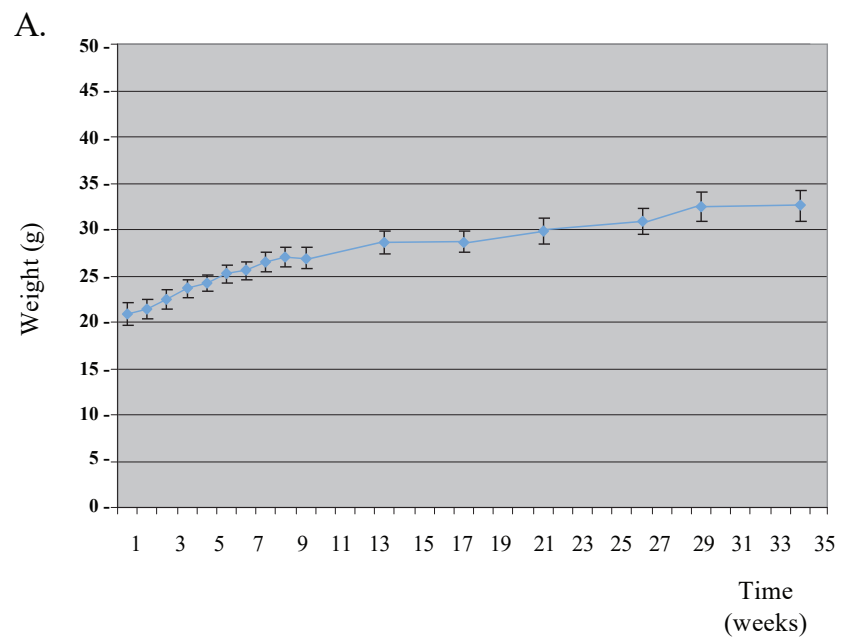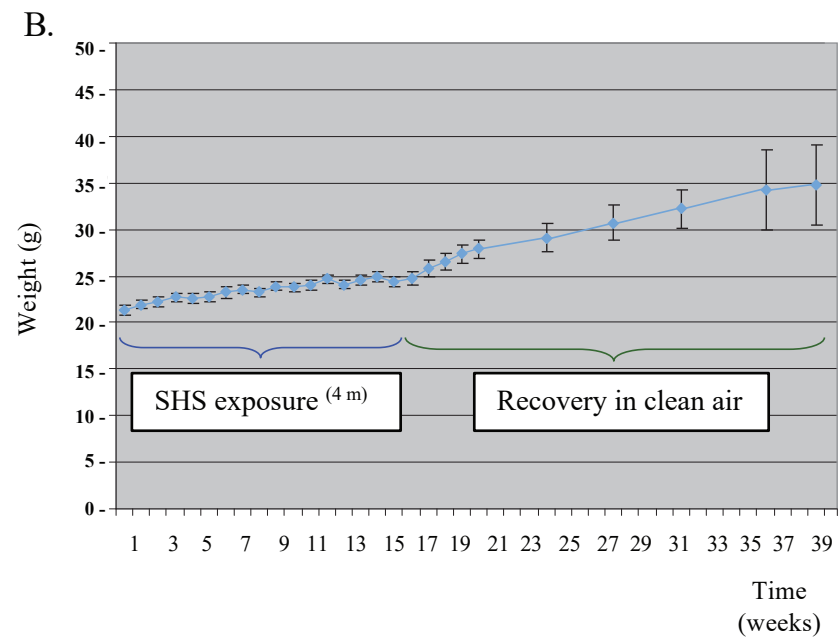

Suppl. Figure 2

**Supplemental Table 1: Compiled lists of aberrant transcripts identified by microarray analysis in the various contrast groups.**

**SHS<sup>4</sup> vs C**

#### SHS<sup>4+1R</sup> vs C

#### SHS<sup>4</sup> & SHS<sup>4+IR</sup> vs C

How the deposited data were processed for this re-analysis (not part of the article)

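Liver RNA of 12 mice was measured on Affymetrix Mouse Genome 430 2.0 arrays, 1 mouse per array. The array labels give 4 sham-exposed control mice (replicates 1 to 4), 4 mice exposed to SHS for 4 months (SHS4m, replicates 66 to 69) and 4 mice exposed for 4 months and then kept in clean air for 1 month (SHS4m+1m recovery, replicates 70 to 73). No array held pooled RNA, and no batch or scan date was used here. The same 4 control arrays served all comparisons with controls. The paper states that the controls were age-matched and had sham subgroups with and without recovery. The labels of the 4 control arrays give neither an age nor a recovery time, and which subgroup they come from is not given in the sources used here. Differences of 1 of the SHS groups from controls can therefore include an effect of 1 month of age. Every array column was matched to a condition, with 0 columns left over.

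The authors made the probe set intensities in Affymetrix Expression Console before they were deposited. The version of that program and the summarisation algorithm are not given in the sources used here. The values as deposited are intensities on a linear scale, and the mean of each array, after trimming 2% of the values at each end, was 500. The quantiles differed between arrays, so the deposited values had not been quantile normalized. The study tested them with ArrayTools, and its Supplemental Materials give a threshold of a p under 0.05 and a 2-fold change. They do not say whether the p was adjusted. The study's threshold is taken here with an unadjusted p, and the adjusted p is an alternative.

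Of the 45101 probe sets on the array, 64 controls of the manufacturer were left out and 45037 were tested. Values below 32 were raised to 32, and the log2 was taken. On all 12 arrays 3242 probe sets lay at this floor. They were kept in the adjustment for multiple tests and could not be called. The platform annotation gave 1 gene symbol for 34945 probe sets, several for 932 and none for 9160. Of the probe sets with 1 symbol, 34737 matched a gene table for the mouse assembly GRCm38.p6, which was used for names only. In all, 18193 genes had a probe set. No positions are given, because the array annotation names no assembly.

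Differences were tested with limma (version 3.58.1, R version 4.3.3), with a linear model of the 3 groups and empirical Bayes moderation of the spread (0.652 prior degrees of freedom). The comparisons were SHS4m mice with controls, recovery mice with controls and recovery mice with SHS4m mice. A second model compared the 8 arrays of both SHS groups with the 4 control arrays. All p are two-sided. Calls are given at the study's threshold and at a Benjamini-Hochberg adjusted p under 0.05 across all tested probe sets. The number of arrays limits the precision. The pipeline was tested on simulated arrays of the same size with known changes.

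Gene groups were read from 44 lists written by hand before any array value was examined, but after Table 1 and Table S1 of the paper had been read. They cover lipid and glucose metabolism, stress and drug responses, the circadian clock, inflammation, hepatocyte zonation and sex bias, and markers of cell types. A gene of a list was represented by its brightest probe set that names this gene alone. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted across the 44 lists of a comparison. A rotation test (fry), which does not compare a list with other genes, was also run, and its values are not used in the text. Fisher's exact test compared the share of called genes in a list with that in the other testable genes, of 17485 in all, and 193 genes in any of 7 lipid lists were also tested as 1 list.

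For the overlap of both comparisons with controls, arrays without any change but with shared controls were simulated, and the 4 control arrays were divided between the comparisons. The share of a change that remained was measured on arrays not used to choose the probe sets. Principal components, Euclidean distances and average linkage used the log2 signals of all tested probe sets. Genes with several probe sets numbered 9010. Of these, 13 had probe sets called in opposite directions in SHS4m mice, 5 in recovery mice and 0 between the SHS groups.

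Genes are named by a rule written before the array values were examined. It takes, for each of the 3 comparisons, the 10 largest rises and the 10 largest falls among probe sets with an adjusted p under 0.05 whose 4 arrays of 1 group all lie beyond the 4 of the other. It uses 1 probe set per gene and leaves out probe sets that name several genes. It also takes every gene the paper names and, as examples, members of the lists. The values in the paper's tables had been seen when the rule was written. Table 1 entries for which the annotation gives no single symbol were tested by probe set, under the symbol of Table 1. Other genes without a symbol in the annotation are not analysed here by name.

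The alternatives chosen before the data were examined were quantile normalization, centring each array on its own median, a filter on dim probe sets, and raising values below the 25th percentile of their array to it. They also included the linear model without moderation, moderation with an intensity trend, fitting only the arrays of the groups compared, the adjusted p in place of the unadjusted p at the study's threshold, and a mean of both SHS groups in the model of 3 groups. For lists they were the mean of a gene's probe sets, the estimated correlation and another call. Each of the 12 arrays was also left out in turn. Floors of 1, 100 and 200, and leaving out the probe sets at the floor on all arrays, were added after the values had been seen. The closing section gives their effect.

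Histology, blood and RT-qPCR measurements of the study are not analysed here.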

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

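In the tests of single arrays and of the splits, and for the array of recovery replicate 72, what would be expected was written before the result was seen.

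Among 171 groups of 4 values that were examined (quality measures, list means and single genes), 8 held an array far from the other 3. Chance gives about 1 in 20 such groups, or 8.55 here. Control replicate 3 had a median signal of 78.15, against 72.4 to 72.93 on the other control arrays. Control replicate 4 had a 3' to 5' ratio of actin of 3.24, against 3.82 to 3.9. In SHS4m replicate 67 the mean log2 signal of the markers of Kupffer cells and macrophages was 9.716, against 10.09 to 10.15, and that of the cholangiocyte markers 6.301, against 6.693 to 6.716. In recovery replicate 73 the mean of the metal-handling genes was 10.69, against 10.88 to 10.91. In recovery replicate 70 that of the CAR and PXR targets was 11.96, against 11.84 to 11.86. Recovery replicate 72 had an actin ratio of 8.82, against 4.1 to 4.36, and a log2 signal of Onecut1 of 7.776, against 10.03 to 10.37.

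The high actin ratio of recovery replicate 72 raises the question of how far RNA degradation shaped the probe sets that were lower in recovery mice than in controls. Without this array 78% of those 441 probe sets kept a log2 fall of at least 1, and all 441 kept their sign. Of the 178 higher probe sets 156 kept a rise of that size, or 87.6%. The share of lower probe sets was 89.1%, 86.4% and 78.5% without recovery replicates 70, 71 and 73, so leaving out an array with a low ratio moved it about as far. The bounds written beforehand were 50% and 80%, and the value lies between them. For these probe sets an effect of recovery after SHS and a contribution of this array cannot be told apart, because the RNA of 1 mouse in 4 carries the high ratio.

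The change from controls differed between the SHS groups for 1142 probe sets at an adjusted p under 0.05 from limma. It also differed for 18 of 44 gene lists by camera, and for 0 with an estimated correlation. Fitted on the 8 arrays of the groups compared, 680 probe sets differed between the SHS groups, 2146 between SHS4m mice and controls and 258 between recovery mice and controls. Among all 35 splits of 8 arrays into 4 and 4, the real split was the only 1 with a count this large in each comparison. The highest counts of the other splits were 8, 9 and 8. With only 35 splits, the evidence against chance can be no stronger than 1 in 35 for each count. The other splits mix arrays of both groups, so they do not show the counts of groups without a difference.

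Table S1 of the paper lists the transcripts that passed the study's threshold. Outside all its transcripts, 2045 of the 2430 probe sets called in SHS4m mice at the adjusted p were found, 933 higher and 1112 lower, and 278 of them changed at least 2-fold. In recovery mice 778 of 931 lay outside it, 336 higher and 442 lower, and 107 changed at least 2-fold.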

How the results depend on the processing

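Floors of 1, 100 and 200 and leaving out probe sets at the floor on all arrays were chosen after the values were seen. No called gene changed its sign in any setting, and no list passed in the opposite direction. The balance of higher and lower calls did reverse. At the study's threshold SHS4m mice had 468 higher and 646 lower, but 563 and 514 with quantile normalization and 578 and 481 with centring. The pooled comparison had 183 and 291, but 232 and 212 with centring, and the calls in both had 80 and 102, but 95 and 70, 103 and 60 and, with a floor of 200, 38 and 27. At the adjusted p SHS4m mice had 1136 and 1294, but 1282 and 1193 and then 1203 and 718, and recovery mice 395 and 536, but 369 and 206 with centring. In the sentences below the counts are of probe sets, and the cause of each change was not tested unless it is named.

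With each array centred on its own median, recovery mice had 575 probe sets that differed from controls at the adjusted p. With values below the 25th percentile of their array raised to it, the study's threshold called 1059 in recovery mice, 771 in the pooled comparison and 279 in both comparisons. The adjusted p then called 1520 in SHS4m mice, 365 in recovery mice and 642 between the SHS groups, and 39% of the change remained after recovery. Without moderation of the spread the adjusted p called 611 in recovery mice. With only the arrays of the groups compared it called 258 in recovery mice and 680 between the SHS groups, with fewer arrays behind each estimate of the spread.

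An adjusted p under 0.05 with a 2-fold change called 617, 231 and 152 in SHS4m mice, recovery mice and the pooled comparison, and 58 in both, which follows from its stricter p. With a floor of 1 the study's threshold called 2582, 1990, 1822 and 557 in that order, and the adjusted p 971, 106 and 327 in SHS4m mice, recovery mice and between the SHS groups. A floor of 100 gave 571, 300, 243 and 95, and a floor of 200 gave 402, 189, 166 and 65, with 46 genes of Table 1 called in both groups.

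Of 132 list tests 42 passed with a preset correlation and 6 with an estimated correlation, which allows for members that vary together. Beside those 36 lost calls, quantile normalization lost 3 and gained 5, centring gained 5, the 25th percentile gained 2, the filter on dim probe sets lost 3 and gained 1, and the mean of a gene's probe sets lost 2 and gained 3.

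When single arrays were left out, calls at the adjusted p ranged from 1587 to 2535 in SHS4m mice (without control replicate 3 and recovery replicate 72), from 438 to 817 in recovery mice (without control replicate 3 and recovery replicate 70) and from 584 to 1016 between the SHS groups (without recovery replicate 71 and control replicate 3). Every count of recovery mice was below the 931 of all arrays, as was every count between the SHS groups below 1142. The share of the change remaining ranged from 30.3% to 44.8% (without SHS4m replicate 69 and control replicate 2). Weighted by the change used to choose the probe sets, it ranged from 28.8% to 38% (without control replicates 3 and 2). The odds ratio of the lipid genes in recovery mice ranged from 1.68 to 4.34 (without control replicates 4 and 2).

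The calls at the study's threshold stayed within 1.5 times their count when any 1 array was left out: 1085 to 1275 in SHS4m mice, 602 to 746 in recovery mice, 436 to 617 in the pooled comparison and 173 to 267 in both. The correlation of the log2 changes was 0.505 to 0.591. The groups stayed apart on the first component, with 94.3% or more of its variance between them in each setting. The odds ratio of the lipid genes in SHS4m mice was 3.39 to 6.69 over the other settings. Named genes and called members of lists lost 1508 of their calls over all fits without 1 array and gained 115, against 12301 results on the side they had of the threshold.

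Signal over background limits the dim probe sets, since 29.9% to 33.5% of each array lies below 32. With the floors of 100 and 200 some named genes, such as Ffar4 and Ikbkg, give no value in at least 1 comparison, and with the filter on dim probe sets Il6 and Sult1e1 give none. Only the arrays of the groups compared give no value for the pooled comparison, which uses all arrays. Moderation settings, floors, only the arrays of the groups compared and leaving out probe sets at the floor were run for counts and genes, and give no value for lists, the share remaining, the correlation and the components.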

Differences from the paper's values

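The counts of transcripts are set beside the paper's at its stated threshold of p and fold change, with the p taken as unadjusted. The paper does not say whether its p was adjusted. The floors of 1, 100 and 200 are the settings chosen after seeing the values, and the others were set before the data were examined.

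For SHS4m mice the paper's count is 473 transcripts and 1114 probe sets passed here. For recovery mice the paper's count is 222 and 619 passed here, and for both SHS groups against controls the paper's count is 210 and 474 passed here. Of 20 alternatives set before the data were examined, an adjusted p under 0.05 with a 2-fold change had no difference (617, 231 and 152), and the other 19 had the difference for each of the 3 counts. With that setting, 143, 99 and 134 of the transcripts the paper lists were not called. A floor of 100 (571, 300 and 243) and a floor of 200 (402, 189 and 166) also came within 1.5 times the paper's counts, and were chosen after seeing the values. They left 96, 44 and 51 and then 168, 90 and 90 of the paper's listed transcripts uncalled, where the floor of 32 left 51, 29 and 37. The transcripts that the paper lists had a mean log2 signal of 9.01, 9.09 and 9.12, and the probe sets called here that it does not list 6.46, 6.45 and 6.48. Table 1 carries 64 marks for lipid homeostasis as counted here, and the paper's count of these genes is 63.

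Some settings called transcripts of the paper's list that the reported setting did not. Leaving out 1 array gained 1 to 15 of the transcripts of Set 1, up to 9 of Set 2 and up to 11 of Set 3. Among the other settings, centring gained the most, with 13, 4 and 7, and quantile normalization gained 11, 3 and 4. Raising values below the 25th percentile of their array gained 3 of Set 1 and 2 of Set 3, the filter on dim probe sets 5 and 2, and the floor of 1 gained 3 and 1. An intensity trend gained 2 of Set 1, only the arrays of the groups compared 3, and the floors of 100 and 200 gained 1 each.

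The log2 ratios of Table 1 compare both SHS groups with controls. For the 139 entries with a gene name here, all had the paper's sign, and the correlation across probe sets, which are not independent replicates, was 0.988. Values differed by more than the replicate SD for 14 of them. Of the 19 alternatives set before the data were examined, those with no difference are named after each gene.

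For Fkbp5 the paper's ratio is 2.095 and the value here 1.69, with no difference under centring or without control replicates 1 or 2 or recovery replicates 71 or 72. For Slc16a5 the paper's is 1.493 and the value here 2.34, with no difference without control replicates 2 or 4 or SHS4m replicate 66. For Wee1 the paper's is 1.296 and the value here 1.82, with no difference without control replicates 3 or 4, SHS4m replicates 66 or 67 or any recovery replicate. For Plin4 the paper's is 1.185 and the value here 1.79, with no difference without control replicates 2 or 3 or SHS4m replicates 66, 67 or 69. For Epop the paper's is 1.169 and the value here 1.8, with no difference without control replicate 1. For Tmtc2 the paper's is 1.162 and the value here 0.936, with no difference under centring. For Fam89a the paper's is -1.042 and the value here -1.45, with no difference under quantile normalization or centring or without control replicates 2, 3 or 4 or SHS4m replicates 66, 67 or 69.

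For the Nudt7 probe set 1427513_at the paper's ratio is -1.275 and the value here -1.51, with no difference under centring or without control replicates 1 or 4 or any SHS4m replicate. S1pr1 is at -1.343 in the paper's table and -0.975 here, with no difference without control replicate 2. Chic1 is at -1.663 in the paper's table and -1.35 here, with no difference without SHS4m replicates 68 or 69. The other settings had the difference for these 10 genes. For 4 genes it was present in all 19 alternatives: Fbxo31 (the paper's value 1.133, here 0.822), Nqo1 (the paper's 1.04, here 0.483), Cdc20 (the paper's -1.003, here -1.56) and Smc1a (the paper's -1.108, here -1.81).

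Among the genes of Figure 6A and Gys2 in Table S1, 2 ratios differed. For the Rgs16 probe set 1451452_a_at in recovery mice the paper's value is 1.78544 and the value here 2.51, with no difference without control replicates 3 or 4 or recovery replicates 71 or 73. For the Mt1 probe set 1451612_at in SHS4m mice the paper's value is 2.23894 and the value here 3.05, with no difference without SHS4m replicate 68. The other settings had both differences. Over all its transcripts, the ratios of Table S1 had the sign found here, with correlations across probe sets of 0.985, 0.984 and 0.986 in Sets 1 to 3.

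In words, the paper describes the fading of the response over 1 month in clean air as small and the overlap of the SHS groups as large. Here 34.8% of the change of SHS4m mice remained on average, and 182 of the 1114 probe sets called in SHS4m mice were also called in recovery mice with the same direction. These 182 made up 16.3% of the calls in SHS4m mice and 29.4% of those in recovery mice. At the adjusted p the shares were 18.6% and 48.4%. The paper takes Set 3 as changed before and after recovery. By its own lists 77 of the 210 transcripts are in both Set 1 and Set 2, and of the 153 genes of Table 1, 72 passed the study's threshold here in both groups. The sign of Table 1 was found for 152 of them in recovery mice, the exception being Dnase2a (-2.14 in SHS4m mice, 0.34 in recovery mice, adjusted p = 0.69). By RT-qPCR, a different measurement, the paper reports that Lpin1 and Rgs16 rose further after recovery. On the arrays the change of Lpin1 between the SHS groups was -0.73 (adjusted p = 0.67), and that of Rgs16 was 1.11 (adjusted p = 0.68), in the paper's direction. Mt1, which the paper reports as higher before and after recovery, was 28.8-fold and 2.96-fold above controls (adjusted p = 0.00259 and 0.281).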

Other observations

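The tests of the clock genes and of fasting were chosen only after the result was seen, and those of single SHS4m arrays before.

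Some targets of the glucocorticoid receptor and some genes of fasting were higher during exposure. Of 24 measured glucocorticoid targets, 10 were higher in SHS4m mice than in controls and none lower (15 higher when adjusted over the list alone, median log2 change 1.21). The list was higher by camera (adjusted p = 2.84e-13, or adjusted p = 0.0226 with an estimated correlation). Zbtb16 rose by 2.39 in log2 (standard error 0.308, n = 4 arrays per group, adjusted p = 0.00288 from limma) and Fkbp5 by 2.09 (adjusted p = 0.00262), with all 4 SHS4m arrays of Fkbp5 above all 4 control arrays. Both genes are in Table 1 as higher, and the study chose the genes of Table 1 on these arrays. That table had been read when the list was written, so the test of this list is not independent evidence of a rise. In recovery mice 1 target was higher (5 higher and 1 lower over the list alone, median 0.43, adjusted p = 0.00317, or adjusted p = 0.664 with an estimated correlation). Against SHS4m mice 7 were lower (13 over the list alone, adjusted p = 1.24e-08, or adjusted p = 0.0747 with an estimated correlation). Of 26 genes of fasting and amino acid catabolism, 9 were higher in SHS4m mice (13 higher and 1 lower over the list alone, adjusted p = 1.36e-05, or adjusted p = 0.0648 with an estimated correlation). In recovery mice 1 was higher than in controls (3 over the list alone, adjusted p = 0.938), and 7 were lower than in SHS4m mice (12 over the list alone, adjusted p = 4.29e-08, or adjusted p = 0.0673 with an estimated correlation). The aspartate transaminase Got1 rose by 1.98 (adjusted p = 0.00209) and changed by -2.28 between the SHS groups (adjusted p = 0.00221).

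Interferon-stimulated genes and genes with a male bias in liver were lower during exposure with the preset correlation. Of 35 interferon-stimulated genes 11 were lower in SHS4m mice and none higher (17 over the list alone, median -0.61, adjusted p = 2.72e-10, or adjusted p = 0.0815 with an estimated correlation). The log2 difference of Ifi47 was -1.34 (standard error 0.14, adjusted p = 0.00111), with all 4 SHS4m arrays below all 4 control arrays, and that of Irgm1 was -1.01 (adjusted p = 0.00105). In recovery mice 3 were lower than in controls (4 over the list alone, adjusted p = 0.327), and 6 were higher than in SHS4m mice (18 over the list alone, adjusted p = 2.52e-09, or adjusted p = 0.131 with an estimated correlation). Some markers of immune cells moved with them. Those of B and plasma cells were lower in SHS4m mice (median -0.55, adjusted p = 0.0173, or 0.338 with an estimated correlation and 0.0848 without control replicate 4) and higher in recovery than in SHS4m mice (median 0.65, adjusted p = 0.000214, or 0.131 with an estimated correlation). Of 17 markers of Kupffer cells and macrophages 8 were lower and 3 higher in SHS4m mice at an unadjusted p under 0.05 (median -0.35, adjusted p = 0.145). Whether fewer immune cells or lower expression in each cell lies behind the lower interferon-stimulated genes stays open. Of 21 male-biased genes 8 were lower in SHS4m mice (16 over the list alone, adjusted p = 3.35e-09, or adjusted p = 0.0648 with an estimated correlation), and 1 in recovery mice, Elovl3 (4 over the list alone, adjusted p = 0.000621, or adjusted p = 0.654 with an estimated correlation). Hsd3b5, a steroid dehydrogenase, had a difference of -2.22 (adjusted p = 0.00165) and rose by 1.84 between the SHS groups (adjusted p = 0.00739). In that comparison 6 male-biased genes were higher (6 over the list alone, adjusted p = 0.000522, or adjusted p = 0.291 with an estimated correlation). Of 27 female-biased genes 10 were higher in SHS4m mice (12 over the list alone, adjusted p = 6.61e-08, or adjusted p = 0.0101 with an estimated correlation) and 3 in recovery mice (7 over the list alone, adjusted p = 2.19e-05, or adjusted p = 0.0316 with an estimated correlation). Between the SHS groups 2 were higher and 3 lower (2 and 6 over the list alone, adjusted p = 0.022, or adjusted p = 0.134 with an estimated correlation and 0.0544 without recovery replicate 71).

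Other lists had members called in both directions or few calls. Of 37 cell cycle genes 4 were higher and 4 lower in SHS4m mice (4 and 4 over the list alone, adjusted p = 0.548), and 2 and 2 in recovery mice (4 and 2 over the list alone, adjusted p = 0.938). The cyclin Ccnd1 had a log2 difference of -1.79 in SHS4m mice (adjusted p = 0.000721) and rose by 2.13 between the SHS groups (adjusted p = 0.00102). Of 38 splicing factors and RNA-binding proteins 3 were higher and 6 lower in SHS4m mice (7 and 10 over the list alone, adjusted p = 0.427). By the brightest probe set of each gene, none was called by limma in recovery mice (7 higher and 7 lower at an unadjusted p under 0.05, adjusted p = 0.938 from camera). The Table 1 probe sets of the RNA-binding proteins Syncrip and Hnrnpr were lower there (log2 -1.74 and -1.46, adjusted p = 0.0149 and 0.0221). Of 40 genes of oxidative phosphorylation 1 was higher and 2 lower in SHS4m mice (3 and 5 over the list alone, median -0.02 but mean 0.00292, adjusted p = 0.821), and 1 was higher in recovery mice, Ndufa9 (5 and 1 over the list alone, adjusted p = 0.938). Of 26 genes of the Rgs family 1 was lower in SHS4m mice, Rgs3 (1 higher and 2 lower over the list alone, median -0.07 but mean 0.03, adjusted p = 0.821), and this call was lost without control replicate 3 or SHS4m replicate 66 (adjusted p up to 0.0547). None was called by limma in recovery mice (1 higher and 3 lower at an unadjusted p under 0.05, adjusted p = 0.938 from camera).

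Of 23 pericentral hepatocyte genes 4 were higher and 1 lower in SHS4m mice (5 and 4 over the list alone, adjusted p = 0.274), and 1 was lower in recovery mice, Slc1a4 (1 over the list alone, adjusted p = 0.236). Between the SHS groups 5 were lower (1 higher and 6 lower over the list alone, adjusted p = 0.00707, or adjusted p = 0.226 with an estimated correlation). Of 19 periportal genes 3 were higher in SHS4m mice (7 over the list alone, adjusted p = 0.0535), and none was called by limma in recovery mice (5 higher and 3 lower at an unadjusted p under 0.05, median -0.13 but mean 0.03, adjusted p = 0.938 from camera). Between the SHS groups 1 was higher and 2 lower (1 and 6 over the list alone, adjusted p = 0.0134, or adjusted p = 0.535 with an estimated correlation and 0.166 without recovery replicate 73). Of the 20 heat shock proteins and co-chaperones 2 were higher in recovery than in SHS4m mice (6 over the list alone, adjusted p = 0.0178, or adjusted p = 0.535 with an estimated correlation and 0.215 without recovery replicate 70). Of the 11 targets of the aryl hydrocarbon receptor 3 were lower (1 higher and 5 lower over the list alone, adjusted p = 0.0134, or adjusted p = 0.147 with an estimated correlation).

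No marker of hepatocytes (13) or cholangiocytes (9) was called by limma in SHS4m mice, where the counts at an unadjusted p under 0.05 were 1 higher and 3 lower, and 1 higher (adjusted p = 0.351 and 0.821 from camera). Of 19 markers of sinusoidal endothelial cells 2 were lower, Tek and S1pr1 (adjusted p = 0.673 for the list). The red blood cell marker Slc4a1 rose by 1.36 (adjusted p = 0.00566), 1 of 4 such markers (adjusted p = 0.605 for the list). Of 8 adipocyte markers Fabp4 and Pck1 were higher and Car3 lower (adjusted p = 0.398 for the list), and the liver lists of lipid uptake and of glucose metabolism also hold Fabp4 and Pck1. Of 9 genes that pancreas or gallbladder tissue would bring, Cela1 had log2 differences of -0.90 in SHS4m mice and -0.66 in recovery mice (adjusted p = 0.00191 and 0.0171, and 0.529 and 0.925 for the list). Its call in recovery mice was lost without control replicate 4 (adjusted p = 0.0507). For the other 5 of these marker lists none was called by limma in recovery mice. At an unadjusted p under 0.05 the counts there were 1 higher for hepatocytes, 1 higher and 2 lower for sinusoidal endothelial cells, 1 higher and 1 lower for adipocytes and none for cholangiocytes and red blood cells (adjusted p = 0.938 each from camera).

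Some clock genes differed between SHS and control arrays, and the control mice differed among themselves. Of the 24 clock genes 7 were called by limma in SHS4m mice and 7 in recovery mice. By camera with an estimated correlation, the list did not pass in SHS4m mice (adjusted p = 0.0648). It passed in recovery mice (adjusted p = 0.0495). The mean SD of the 24 clock genes within the controls was 0.771, where random lists matched on expression had a median of 0.228 and a 95th percentile of 0.287, which puts it at percentile 100 of 10000 lists. Within SHS4m mice it was 0.369 and within recovery mice 0.371 (95th percentiles 0.271 and 0.282). The clock genes thus varied more than random lists in every group, so random lists do not show how far they vary among livers taken at one time of day. Livers taken at different times of day and a change of the clock by SHS cannot be told apart here, because no time of collection was used.

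The glucocorticoid, fasting and CAR and PXR lists were higher during exposure and lower after recovery with the preset correlation. With an estimated correlation the rise of the fasting list (adjusted p = 0.0648) and the falls of all 3 lists after recovery (adjusted p = 0.0747, 0.0673 and 0.0673) did not pass. With each SHS4m array left out in turn, the adjusted p of the glucocorticoid list was at most 1.62e-11, that of the fasting list at most 5.98e-05 and that of the CAR and PXR list at most 1.55e-09, which argues against a single aberrant SHS4m array. Lower food intake of the exposed mice alone could raise the fasting list, and would be expected to raise fatty acid oxidation and ketogenesis as well. That list did not pass the test in SHS4m mice (adjusted p = 0.673), but its called members went both ways, with 2 higher and 2 lower, so the test does not decide. Lower food intake and a direct response to SHS cannot be told apart here, because all SHS4m mice were exposed and no array of unexposed mice on less food was used.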
